# Genome-wide Estrogen Receptor-α activation is sustained, not cyclical

**DOI:** 10.7554/eLife.40854

**Published:** 2018-11-20

**Authors:** Andrew N Holding, Amy E Cullen, Florian Markowetz

**Keywords:** MCF7, breast Cancer, endocrine, Estrogen, Estrogen Receptor, Human

## Abstract

Estrogen Receptor-alpha (ER) drives 75% of breast cancers. Stimulation of the ER by estra-2-diol forms a transcriptionally-active chromatin-bound complex. Previous studies reported that ER binding follows a cyclical pattern. However, most studies have been limited to individual ER target genes and without replicates. Thus, the robustness and generality of ER cycling are not well understood. We present a comprehensive genome-wide analysis of the ER after activation, based on 6 replicates at 10 time-points, using our method for precise quantification of binding, Parallel-Factor ChIP-seq. In contrast to previous studies, we identified a sustained increase in affinity, alongside a class of estra-2-diol independent binding sites. Our results are corroborated by quantitative re-analysis of multiple independent studies. Our new model reconciles the conflicting studies into the ER at the TFF1 promoter and provides a detailed understanding in the context of the ER’s role as both the driver and therapeutic target of breast cancer.

## eLife digest

Breast cancer is the most common type of cancer worldwide. The hormone estrogen drives the growth of 70% of breast cancer tumors. This form of breast cancer is called estrogen receptor positive (ER+) breast cancer. In the early 2000s, several scientists found that some genes in ER+ breast cancers turn on and off in 90-minute cycles. Moreover, when the estrogen receptor binds to the DNA in the nucleus of a cell, it activates nearby genes causing the tumor cells to grow and divide.

Learning more about how cancer cells respond to estrogen is very important. Many cancer drugs block estrogen to stop its tumor growth promoting effects. But the initial studies of estrogens effects were only able to look at how estrogen affected a small number of genes. Newer genome sequencing technologies allow scientists to study the effects of estrogen on more genes and provide more detailed information.

Using these cutting-edge technologies, Holding et al. show that the 90-minute cycles found in the previous studies are likely artefacts of older techniques and lacking controls. The new experiments used a newer technique called parallel factor ChIP-seq to look at how all genes respond to the estrogen receptor. Then, Holding et al. reanalyzed data published in the previous studies and found that they were often contradictory and inconsistent.

None of the genes – not even the ones looked at in earlier studies – were expressed in 90-minute cycles like the previous studies suggested. Instead, the expression of the genes was variable, which may make the cell even more responsive to estrogen. The previous reports of the 90-minute cycles are most likely explained by a bias of the human eye of finding patterns in a highly variable process that do not hold up to statistical analysis.

Better understanding how estrogen influences genes and cell growth is essential to developing better treatments for ER+ breast cancer. This includes ruling out ideas that may be incorrect or misleading. These findings help resolve why not all studies have found estrogen receptor driven cycles of gene expression, and will provide researchers with a better foundation for future studies.

## Introduction

The study of the Estrogen Receptor-α (ER) has played a fundamental role in both our understanding of transcription factors and cancer biology. The ER is one of a family of transcription factors called nuclear receptors. Nuclear receptors are intra-cellular and, on activation by their ligand, typically undergo dimerisation and bind to specific DNA motif (for ER: Estrogen Response Elements; EREs). On the chromatin, the nuclear receptor recruits a series of cofactors and promotes the basal transcription mechanism at either nearby promoters or through chromatin loops from distal enhancers. Because of the minimal nature of these systems relative to other signaling pathways, nuclear receptors have become a model system for transcription factor analysis. Simultaneously, the role of nuclear receptors as drivers in a range of hormone dependent cancers has led to focused studies in the context of the disease.

Previously, it was reported that the ER and key cofactors followed a cyclical pattern in breast cancer cell lines with maximal binding at 45 min after stimulation with estra-2-diol (Shang et al., 2000; Métivier et al., 2003). Similar results were also reported for the AR after activation with DHT (Kang et al., 2002) and several follow-up studies exist looking at single genomic *loci* (Herynk et al., 2010; Luo et al., 2005; Shao et al., 2004; Burakov et al., 2002). However, subsequent genome-wide studies have provided little further detail on the specific nature of the proposed kinetics of ER binding being either limited in the number of replicates or lacking temporal resolution (Honkela et al., 2015; wa Maina et al., 2014; Dzida et al., 2017; Guertin et al., 2014). In our own network analysis (Holding et al., 2018), we focused on 0, 45 and 90 min and found no significant reduction in ER signal at 90 min. In the same study, quantitative proteomic analysis of ER interactions at the same time intervals by qPLEX-RIME (Papachristou et al., 2018) shows no significant difference in terms of ER interactions at 45 and 90 min. These conflicting results have so far not been resolved.

Routinely used assays to measure protein binding to chromatin are based on Chromatin Immunoprecipitation (ChIP). A major challenge to monitoring ER activation through ChIP is the normalization of the ChIP signal — either genome-wide with next generation sequencing or at individual loci by qPCR — as the standard protocols do not control for a significant number of confounding factors including the efficiency of the immunoprecipitation step. In the case the of the two original studies (Shang et al., 2000; Métivier et al., 2003), the data only provided limited controls in this regard. An alternative method that has been applied to normalize ChIP-seq data is to use the maximal read count obtained at each individual site across each time point (Guertin et al., 2014); however, this method is at the expense of monitoring the magnitude of ER binding and gives equal weight to low read count peaks and more robust data from stronger binding sites.

In the context of these challenges, we applied two strategies to robustly and accurately monitor the process of nuclear receptor binding to chromatin on activation. The first strategy was to increase the number of replicates. We generated sample data for six independent isogenic experiments to enable better characterization of the variance within the data. This strategy provided an unprecedented level of information regarding ER activation with twice the level of replication used in previous ChIP-qPCR studies (Métivier et al., 2003) and a significant improvement on previous single replicate genome-wide studies. The second strategy was to use our recently developed method for precise quantification of binding, Parallel-Factor ChIP (pfChIP) (Guertin et al., 2018), which uses an internal control for quantitative differential ChIP-seq. Combined, these two strategies enabled us to undertake the most comprehensive and precise analysis of ER activation to date.

## Results

### Measurement of genome Copy-Number discordance

We measured ER-binding in MCF7 cells, a widely used model system for ER biology. To maximize the reproducibility of our results, MCF7 cells were grown from ATCC stocks, keeping passaging to a minimum, and the cell line origin was confirmed by STR genotyping. Additionally, to ensure the MCF7 cell line did not show significant genetic drift during culturing within our laboratory, we applied CellStrainer (Ben-David et al., 2018) to the input data from our ChIP-seq experiments. The fraction of genome with copy-number discordance was estimated at 0.2787, within the range of 0 to 0.3 as published by CellStrainer’s developers to ensure similar therapeutic response.

### Visualization of raw data

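ER binding was measured by parallel-factor ChIP-seq (pfChIP-seq), in which ER and the insulator protein CTCF are precipitated from the same chromatin so that CTCF sites serve as the internal control. MCF7 is an ER-positive breast cancer cell line. The cells were kept in charcoal-stripped, phenol red-free medium and then given 100 nM estra-2-diol, a natural estrogen, for 0 to 90 min in steps of 10 min. The binding matrix analysed here holds 58 ER libraries. There are 6 replicates at each time point, except at 30 and 80 min, which have 5. The input samples were not used here. Reads were aligned with BWA to GRCh38, blacklisted regions and duplicate reads were removed, peaks were called with MACS2, and the values were normalized to CTCF sites with Brundle and DiffBind by the authors. The matrix gives 33517 sites, most of them of 400 bp, as whole normalized counts with a smallest value of 1, which 13.5% of the values hold. These are not read counts, so the sequencing depth is unknown and no counting interval is given. The normalized counts of a library sum to between 356467 and 531640 at 0 min (median 417118). At 10 min they sum to between 642052 and 932923 (median 759642), and from 20 to 90 min the medians lie between 678565 and 788941. The mean over all sites was 12.8 ± 2.13 normalized counts (SD, n = 6) at 0 min and 23.2 ± 3.18 (SD, n = 6) at 10 min. For tests across sites, 1 was added to each value, the log2 was taken, and limma was fitted to the 28427 sites with a mean of at least 5. Sites were called at a Benjamini-Hochberg adjusted p under 0.05.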

Sequencing reads from the analysis of 60 pfChip-seq samples targeting ER and six input samples were demultiplexed and aligned to the Homo sapiens GRCh38 reference assembly. Visual inspection of the data using the Integrative Genomics Viewer (IGV) Viewer (Robinson et al., 2011) confirmed enrichment at known ER binding sites (exemplified by TFF1 in Figure 1—figure supplement 1) and the presence of previously reported CTCF control peaks (Guertin et al., 2018). From visual inspection, pfChIP-seq samples qualitatively showed minimal ER binding at 0 min while CTCF binding was constant at all time points.

### Parallel-Factor normalization

Peak count data from CTCF binding sites were used to normalize between conditions as these sites have previously been shown to be unchanged in response to estrogen (Ross-Innes et al., 2011), with >70 000 binding sites discovered across all samples and >50 000 CTCF binding sites found in over 50% of samples. Analysis after normalization of the raw data showed similar levels of variability in terms of signal (Figure 1—figure supplement 2) as we saw when developing the pfChIP method (Guertin et al., 2018). The resultant normalized binding matrix of ER binding was used for all downstream analyses and is provided as Supplementary file 1.

### ER binding at the TFF1 promoter

Normalized count data for the TFF1 promoter showed that on activation with estra-2-diol the ER rapidly (in less than 10 min) binds the TFF1 promoter. 

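ER binding at the TFF1 promoter rose 9.79-fold within 10 min of estra-2-diol. TFF1 encodes a small secreted trefoil protein and is a classical estrogen-induced gene. Its promoter site lies on chromosome 21 of GRCh38 from 42366491 to 42366891, with its centre 156 bp from the TFF1 TSS. Binding was 39.8 ± 15.3 normalized counts (SD, n = 6) at 0 min and 390.2 ± 117 (SD, n = 6) at 10 min. This is a log2 fold change of 3.28 (standard error 0.37, adjusted p = 6.69e-12 from limma). Every library at 10 min, from 205 to 567, lay above every library at 0 min, from 21 to 67 (exact permutation test, two-sided, p = 0.00216, the smallest that 6 libraries against 6 allow). The closest match in the site to the estrogen response element (ERE), GGTCANNNTGACC, is GGTCATCTTGGCT with 2 mismatches, from 42366728 to 42366740.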

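Mean ER binding at the TFF1 promoter from 10 to 90 min stayed between 337 ± 185 normalized counts (SD, n = 6) at 40 min and 439.4 ± 191 (SD, n = 5) at 30 min. At 90 min it was 374 ± 225 (SD, n = 6). No difference among these time points passed the test. Of the 36 pairs of time points from 10 to 90 min, 0 had an adjusted p under 0.05 and 0 had an unadjusted p under 0.05 (exact permutation tests, two-sided, adjusted over 45 pairs, lowest adjusted p = 0.974). All 9 pairs with 0 min differed (exact permutation tests, highest adjusted p = 0.0108). The SD between replicates from 10 to 90 min was 117 to 289 normalized counts, and a change within that spread was not detectable. At 70 min, replicate 2 stood at 958 and the other libraries between 142 and 428.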

Binding after this time point shows no significant changes (Figure 1). Analysis of the data by individual replicates (Figure 1—figure supplement 3) did not demonstrate evidence of oscillatory binding in individual replicates either with a period of 90 min period or an alternative frequency.

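Followed replicate by replicate, TFF1 promoter binding held no period that passed the test. A wave of 90 min, fitted to each replicate from 10 to 90 min, explained a mean of 42.0% of the variance (12.4% to 80.9% in the 6 replicates). When the times were shuffled within replicates, the mean was 26.2% (permutation test, 100000 shuffles, one-sided, p = 0.0339, adjusted p = 0.170 over 5 periods). Waves of 60, 45, 40 and 30 min explained 20.22%, 14.4%, 15.0% and 13.6%, all less than shuffled times did on average (permutation tests, adjusted p = 0.951 each). In simulated series with the spread of these replicates, a wave with an amplitude of 75% of the mean was called in 100% of 40 series at 90 min and in 97.5% at 40 min. An amplitude of 50% was called in 57.5% of series at either period, and one of 25% in 12.5% and 5% of them.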

**Figure 1.**
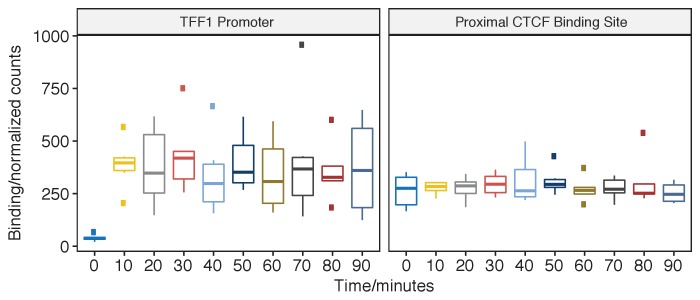
pfChIP-seq signal at the TFF1 promoter and proximal CTCF binding site. Binding of ER at the TFF1 promoter has been the classical focus of study before genome-wide technology and the predicted site for oscillations in ER binding. ER binding is minimal at 0 min; however, by 10 min, the ER has rapidly and robustly bound to give a sustained signal at the TFF1 promoter. In contrast, the closest CTCF binding site demonstrates a constant, estra-2-diol-independent, signal with significantly less variance. Pairwise comparison found no significant changes in binding at the TFF1 promoter (t-test, two-sided, FDR < 0.05) except for when comparing against the 0 min time point.

**Figure 1—figure supplement 1.**
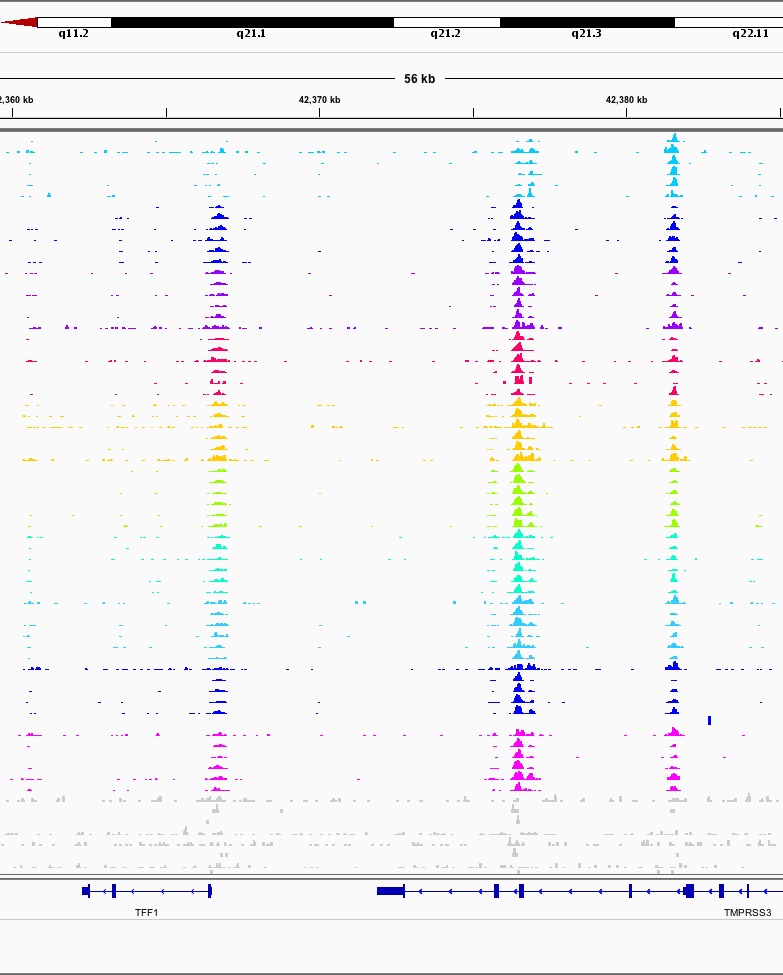
TFF1 Promoter and Enhancer. Illustrative screenshot of aligned reads from one lane of sequencing after demultiplexing. Key features are the pile-up of reads at the TFF1 promoter (left) and enhancer (middle) and the CTCF control peak (right). From top to bottom is 0 to 90 min in 10 min intervals, six replicates of each. Light gray samples are input controls. Row height normalized to maximum read count in region. .

**Figure 1—figure supplement 2.**
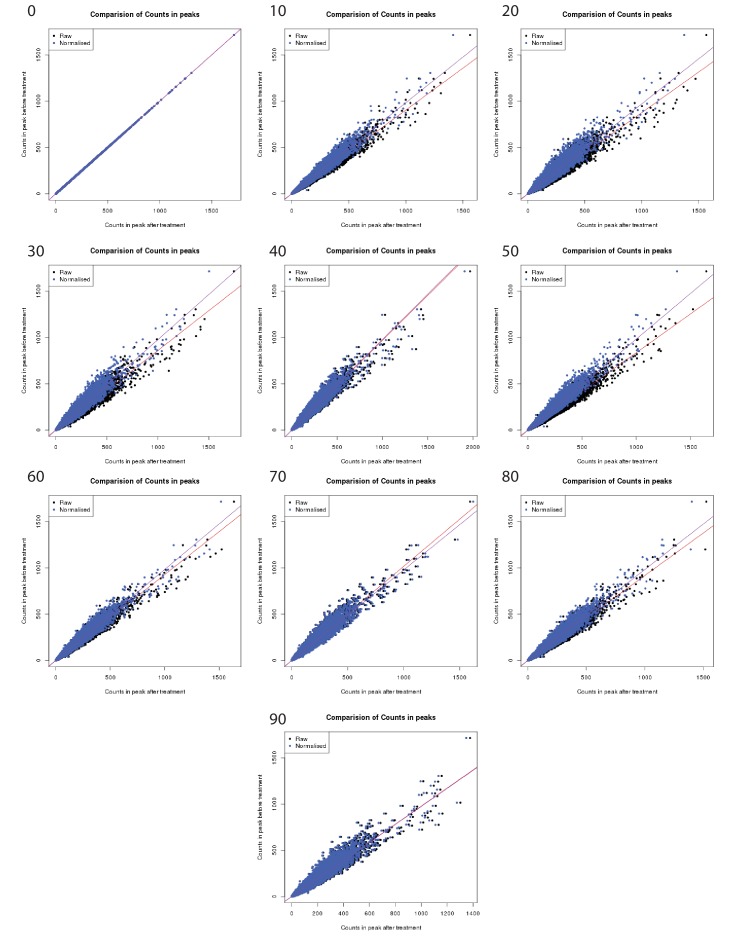
Normalization plots for each time point as generated by Brundle (Guertin et al., 2018). Each point represents a CTCF control binding site. After establishing the normalization factor for parity of CTCF binding, the ER binding was corrected using the same parameters. As expected, the levels of normalization required varies between time points and correction is greatest for the largest magnitude peaks.

**Figure 1—figure supplement 3.**
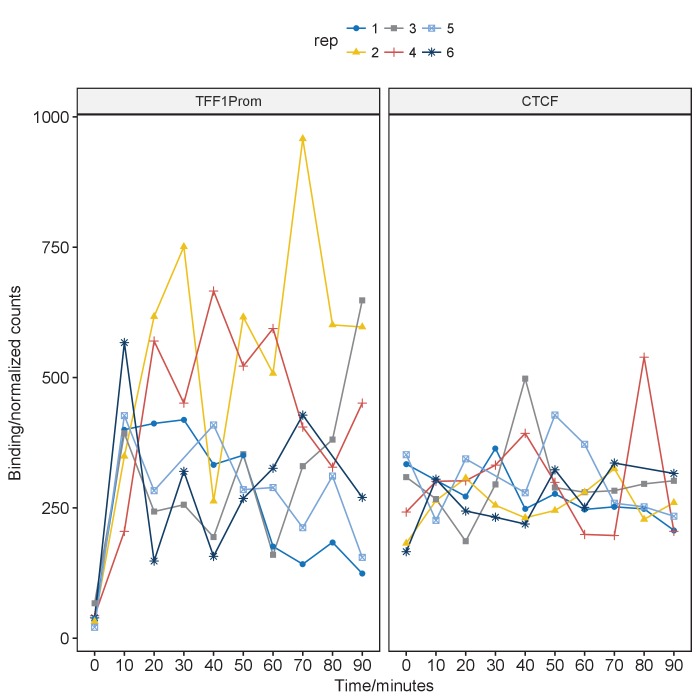
Line plot of pfChIP-seq signal at the TFF1 promoter and proximal CTCF binding site.

**Figure 1—figure supplement 4.**
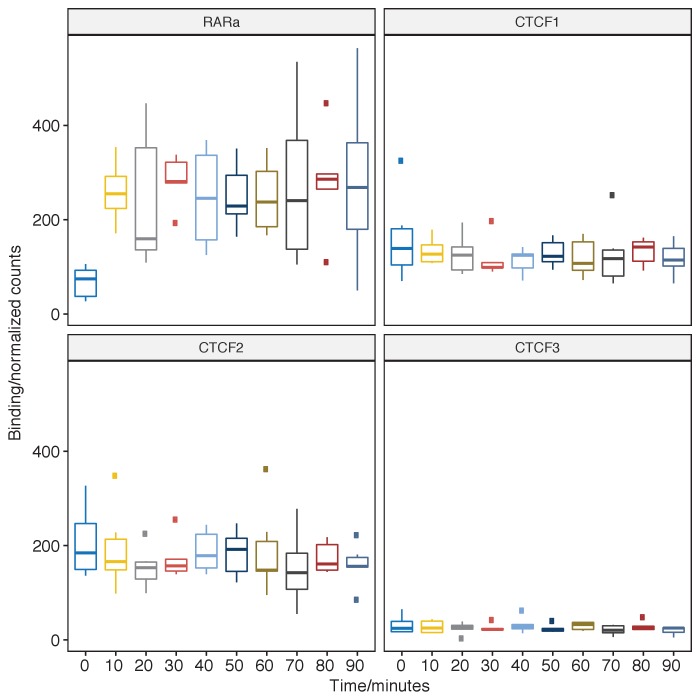
Plot of pfChIP-seq signal at the RARA promoter and proximal CTCF binding site.

Comparison of the variance in the ER binding after induction shows that there is significantly more variance (F-test, time points >= 10 min, p-value < 1 × 10^-10^) in the ER binding data than in CTCF binding between replicates. In contrast, pairwise F-test (two-sided, FDR < 0.05) for ER binding at all time points showed no significant difference in the variance for any comparison. 

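The variance of ER binding at the TFF1 promoter did not differ detectably between any time points after induction. Of 36 pairs of time points from 10 to 90 min, 0 had an adjusted p under 0.05 and 0 an unadjusted p under 0.05 (exact permutation test of the ratio of variances, two-sided, lowest adjusted p = 0.312). Binding at 0 min varied less, in normalized counts, than at 3 of the later time points. Over all 45 pairs, these 3 had an adjusted p under 0.05 and 8 an unadjusted p under 0.05 (exact permutation test, lowest adjusted p = 0.0325, between 0 and 20 min). On the log2 scale the number of pairs was 0. It was also 0 without any 1 of the replicates, but there the smallest exact p is 0.00794, so that 3 pairs could not pass over 45 whatever their variances. Relative to the mean, the spread was 38.4% at 0 min (n = 6) and between 30.0% at 10 min and 70.097% at 70 min (n = 6).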

As the variance of CTCF binding in pfChIP-seq is a good estimator of the technical variance, the most likely source of increased variance in ER binding is therefore biological. These findings were validated through analysis of the RARA promoter and proximal CTCF peaks (Figure 1—figure supplement 4), which gave consistent results to those seen at the TFF1 promoter.

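ER binding at RARA, which encodes the retinoic acid receptor alpha, rose 3.83-fold within 10 min and did not change detectably afterwards. It was 67.7 ± 33.9 normalized counts (SD, n = 6) at 0 min and 259 ± 64.1 (SD, n = 6) at 10 min, a log2 fold change of 2.07 (standard error 0.38, adjusted p = 2.60e-06 from limma). The site lies on chromosome 17 of GRCh38 from 40322282 to 40322682, in an intron of RARA, 13302 bp from the start taken for RARA here. This distance is to 1 annotated start. The closest ERE match in the site is TGTCACCGTGACC with 1 mismatch, from 40322492 to 40322504. The later means lay between 237 (20 min) and 283 (90 min). Of 36 pairs of these time points, 0 passed the test (exact permutation tests, two-sided, 0 at an unadjusted p under 0.05, lowest adjusted p = 0.996). Of the 9 pairs with 0 min, 8 did, and the highest adjusted p among the 9 was 0.0541 (exact permutation tests). Waves of 90 to 30 min explained 19.8% to 25.6% of the variance within replicates (permutation tests, adjusted p = 0.791 each).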

### Locus specific variation in maximal ER binding affinity

Previously, ER binding sites were shown to reach maximum occupancy at different time points depending on genomic location, revealing a P300 squelching mechanism at early time points (Guertin et al., 2014). Therefore, to provide a partial validation of this study, we applied the same principles of their analysis to our data, that is normalizing in the time-space setting maximum occupancy to 1. 

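More ER sites had their highest mean at 10 min (5947 of 33517 sites, 17.7%) and at 40 min (5112 sites, 15.3%) than at any other time point. At 90 min there were 4006 sites, at 30 min 2282 and at 50 min 2285. A site tied between time points counts at each of them. Among sites near known targets, the TFF1 promoter was highest at 30 min, the TFF1 enhancer at 80 min and both GREB1 sites at 50 min. The order of time points moved with single replicates. Without replicate 1, the most sites were highest at 90 min (5599) and 70 min (4845), without replicate 4 at 60 min (5630) and 10 min (5528), and without replicate 5 at 10 min (6775) and 90 min (4706). With libraries rescaled to the same total, which removes any global rise by construction, 18479 sites were highest at 0 min. At 70, 10 and 40 min there were then 2282, 2217 and 1010. When the times from 10 to 90 min were shuffled within replicates, 81 of 100 arrangements, the real one included, had a time point with at least 5947 sites.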

Consistent with the previous study, the two time points with the largest numbers of sites reaching maximal occupancy in both data sets were at 10 and 40 min (Figure 2A). As the remaining time points were unique to the individual data sets, these could not be directly compared.

**Figure 2.**
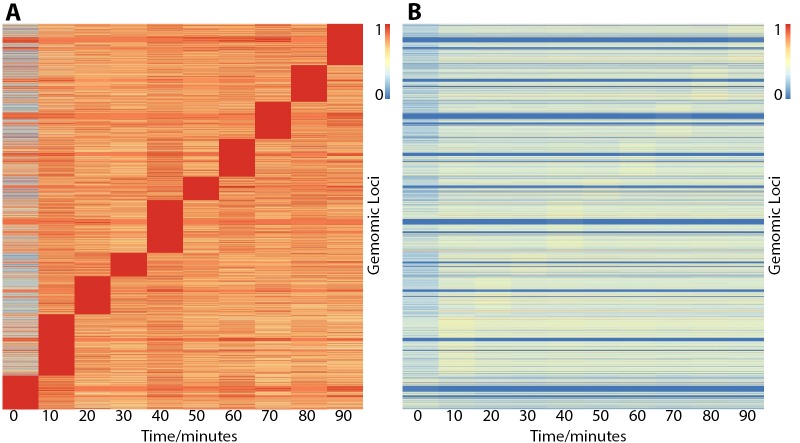
Heatmaps showing ER binding affinity from 0 to 90 min after stimulation with estra-2-diol normalized in two different ways. Row order is the same in both plots. (**A**) Normalized by row to time point with maximal binding. Data suggests that genomic loci may influence the time point maximal binding; however, normalizing to CTCF control peaks (**B**) demonstrates the effect is potentially overemphasized by normalization choice and that binding affinity is the biggest variable. In contrast, both plots (**A and B**) show minimal ER binding affinity is found at 0 min, consistent with the literature response of MCF7 cells to treatment of estra-2-diol.

**Figure 2—figure supplement 1.**
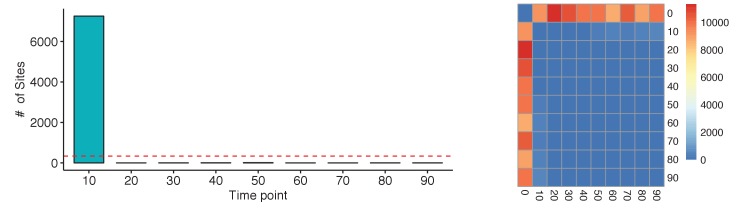
(Left) Analysis of each time point to the previous time point only shows a significant numbers of changes in ER binding between 0 and 10 min. The red-dotted line represents the false discovery rate for the data set. (Right) The same analysis between all possible contrasts shows the same results. The majority of events occur between 0 min and other time points. A small numbers of contrasts do find significant changes in binding, but always below the level of potential false positives.

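Within 10 min of estra-2-diol, ER binding rose at 12762 of 28427 tested sites and fell at 19 (13627 had an unadjusted p under 0.05 in limma). The number that fell was 7 without replicate 5, 87 without replicate 4 and 111 without the filter on low values. Among sites that rose in every replicate, the largest rise was at a site 73543 bp from the TSS of RCL1 on chromosome 9, from 12.7 ± 6.19 to 222 ± 69.8 normalized counts (SD, n = 6), a log2 fold change of 4.08 (standard error 0.37, adjusted p = 1.12e-14 from limma). Next came sites near DDX55, RNF113B, UBFD1, CAMTA1, TMSB4X, PGR, MYO3B, DCAKD and NRIP1, with log2 fold changes from 3.95 to 3.77. PGR, the progesterone receptor gene, is a classical estrogen target, and its site, 206565 bp from the TSS, went from 7.00 ± 3.29 to 102 ± 7.83 (SD, n = 6). NRIP1 encodes a corepressor of ER, and its intron site went from 4.67 ± 1.03 to 80.7 ± 31.6 (SD, n = 6). Among all called sites, 9858 rose and 3 fell in every replicate. The 3 that fell lie near LRRC53, DND1 and KBTBD12, with log2 fold changes of -0.96, -0.85 and -0.74 (adjusted p = 0.0131, 0.0344 and 0.0320 from limma). Each of these calls was lost without 1 or more single replicates: LRRC53 without replicate 3 (adjusted p = 0.0540 from limma), DND1 without replicate 2, 4 or 5 and KBTBD12 without replicate 1, 4 or 5 (highest adjusted p = 0.155 and 0.131 from limma). Between successive time points from 10 to 90 min, limma called 0 sites (6091 at an unadjusted p under 0.05 over 8 comparisons). Of simulated steps of 1 on the log2 scale between 40 and 50 min, 12.5% were called. Rescaling every library to the same total removes any global rise by construction. It lowers the median log2 fold change of all sites at 10 min from 0.57 to -0.20, a shift of 0.77, and then 7602 sites were higher and 7165 lower.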

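Changes in ER binding lay almost all between 0 min and later time points. Each of the 9 comparisons with 0 min called 12146 to 13251 sites, whereas the 36 comparisons from 10 to 90 min made 24 calls in all, a site counting once for each comparison, 17 higher and 7 lower at the later time (36165 at an unadjusted p under 0.05 in limma). Of the 24 calls, 17 were between 10 and 90 min. The lowest p among them was at a site in an intron of CAMTA1, which encodes a calmodulin-binding transcription activator, on chromosome 1 from 7223834 to 7224234. There the log2 fold change from 10 to 90 min was 2.00 (standard error 0.35, adjusted p = 0.00488 from limma). Sites near FGFBP2 (1.82, 10 to 60 min), ANG (-1.78, 10 to 60 min), SMAD3 (-1.67, 10 to 90 min) and SFSWAP (-1.64, 20 to 70 min) followed. With the replicate as a block, the 36 comparisons made 165 calls. The count of 24 became 756 after rescaling to the same total, 76 without replicate 1 (74 higher and 2 lower), 2 without replicate 3, 2 without replicate 4, 8 without replicate 5 and 5 without replicate 6. Without replicate 2 there were 31, and most of these were lower at the later time (6 higher and 25 lower). A limma F-test over the 9 time points from 10 to 90 min called 2 sites, near FGFBP2 and SFSWAP (984 at an unadjusted p under 0.05, and 7 with the replicate block). The F-test called 4 sites without replicate 1, 1 without replicate 3, 4 or 5, and 0 without replicate 2 or 6. From these contrasts the paper states that most changes lie between 0 min and the other time points and that the remaining calls lie below the level of potential false positives.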

**Figure 2—figure supplement 2.**
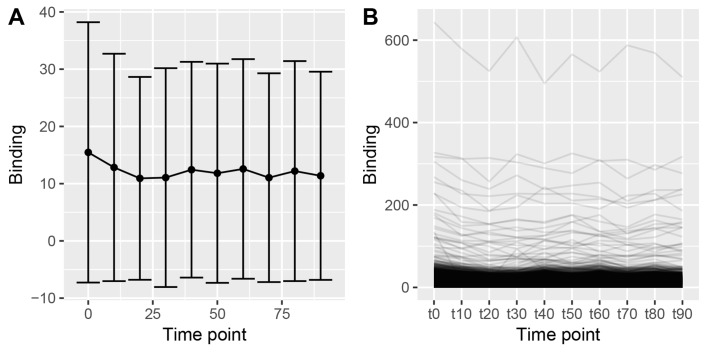
(Left) Class average of ER binding in the block of binding events that show maximum binding at 0 min in Figure 2. While there is a clear maximum at 0 min, this effect is dominated by the variance of the data. (Right) The individual traces of each of these binding events show low level binding with a very shallow peak at 0 min.

While grouping by maximum occupancy in Figure 2A was essential to highlight these features in the context of Guertin *et al.*'s previous study, in our analysis we found this method distorts the data and the effects that drove the appearance of blocks are not statistically significant in our dataset (Figure 2—figure supplement 1) with the exception of the 0 to 10 min contrast.

As far as we are aware, the loss on ER binding on activation with estra-2-diol is unprecedented, and therefore the presence of a block of ER sites with maximal binding at 0 min warranted deeper investigation. Analysis of the class average (Figure 2—figure supplement 2A) showed that the variance of this class is much greater than the decrease seen between 0 and 10 min. 

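The 2277 sites with their highest mean at 0 min alone averaged 20.7 ± 3.78 normalized counts (SD, n = 6) before estra-2-diol and 17.1 ± 5.99 (SD, n = 6) at 10 min. The average fell by 3.63, which lay within the spread between replicates (exact permutation test, two-sided, p = 0.242). The sites were chosen for a highest mean at 0 min in these libraries, so that a fall was set by the choice. The average then stayed between 14.5 and 17.1. Of these sites, 277 were Class B, the estra-2-diol independent sites described with the t-SNE, 14 were Class A and 0 were Class C.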

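Site by site, the fall from 0 to 10 min among the 2277 sites highest at 0 min had a median of 2.83 normalized counts, against a median SD between replicates of 7.56. The fall was larger than the SD at 4.87% of the sites. Of the 1898 sites that were tested, limma called 14 lower at 10 min. Those near LRRC53 and KBTBD12 were among the sites with their highest mean at 0 min, and the site near DND1 had its highest mean at 90 min.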

A more detailed analysis of the individual trajectories of each binding site (Figure 2—figure supplement 2B) showed a similar result, with the maximal binding at time zero appearing marginal and in all cases. We therefore concluded that maintaining the group of the blocks between Figure 2A and B visually overemphasized this feature within the data.

pfChIP-seq allowed us to improve on the previous study by directly normalizing the data to the internal control. The resultant binding matrix provided quantification of the absolute binding affinity at each time point (Figure 2B).

Comparison of Figure 2A and B demonstrates the effects of different data normalization strategies. 

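Across 28427 tested sites, the highest mean from 10 to 90 min was a median of 1.61 times the lowest. The ratio lay between 1.37 and 2.02 at the 10th and 90th percentiles of the sites. The median range of the means over these 9 time points was 8.67 normalized counts, against a median SD between replicates of 7.38. The range was above 2 SD at 3.06% of the sites.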

The relative normalization to maximum binding emphasizes binding maxima (red blocks in Figure 2A) while the absolute normalization to an internal control shows that these maxima are very shallow, barely visible in Figure 2B, and other features dominate the data. A few genes show very high levels of ER binding (visible as thin red lines in Figure 2B), while most genes show intermediate levels and some very low levels (blue lines). These different levels of ER binding are preserved over time, with only time point 0 showing very low levels for all genes.

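ER bound a small part of its sites far more strongly than the rest. The mean from 10 to 90 min was above 100 normalized counts at 754 of 33517 sites (2.25%), between 10 and 50 at 65.6% and under 10 at 27.0%. At 0 min, 0.409% of sites were above 100. A site in an intron of BCAS4, on chromosome 20 from 50798653 to 50799053, went from 107 ± 28.6 (SD, n = 6) at 0 min to 507 ± 150 (SD, n = 6) at 10 min. It lies in a region of high values, chromosome 20 from 50000001 to 55000000. Sites there outside Class B and beyond 5 kb of a TSS had a median 2.49 times that of all such sites at 0 min. From 10 to 90 min it was 4.12 times. The share of DNA copy number in these levels was not tested. The order of sites by mean binding was close to fixed among the time points from 10 to 90 min, with Spearman's rho of 0.883 to 0.948 for pairs of time points. With 0 min, rho was 0.386 to 0.555. These correlations are across 28427 sites, which are not independent replicates.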

### Visualizing temporal ER binding affinity

To elucidate potential different temporal responses to ER activation by estra-2-diol, we applied t-SNE (Maaten and Hinton, 2008), a widely used method for dimensionality reduction and data visualization (Figure 3). Each dot in the plot represents a binding site over time, that is one row in the binding matrix shown in Figure 2B. We colored each dot by the false discovery rate (FDR; (Benjamini and Hochberg, 1995)) for the change in ER affinity between 0 to 10 min. This analysis revealed two major trajectories of binding sites in the data, one dominated by low FDR (orange) and one by high FDR (blue). Both trajectories saw an increasing affinity in the direction of the white arrow. This pattern was stable for a wide range of perplexity, the main t-SNE parameter (Figure 3—figure supplement 1).

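Mean binding followed the first axis of the authors' t-SNE (perplexity 200). Across the 29736 sites that the authors placed in the t-SNE, Spearman's rho between this axis and the mean over all libraries was -0.905, and that with the log2 ratio of 10 over 0 min was -0.352. The second axis followed the ratio with rho of 0.374 and the mean with rho of -0.250. Sites are not independent replicates, so no p is given. In the authors' deposited table, the FDR for 0 against 10 min is under 0.05 at 9243 sites. Of these, 9239 were also tested here, and 9041 were higher at 10 min in limma.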

**Figure 3.**
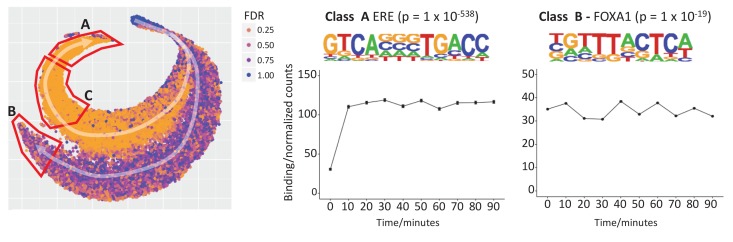
t-SNE plot to explore temporal patterns in ER binding affinity. Two trajectories, A and B, are highlighted with white arrows and starting a single cluster of peaks. Points are colored by FDR value computed by Brundle/DiffBind for the 0 vs 10 min contrast. Trajectory A demonstrates increasing ER affinity in response to estra-2-diol at 10 min. Trajectory B shows increasing affinity for all times points, that is estra-2-diol independent binding, but the maximum signal is of a lower intensity than that of Trajectory A. De novo motif analysis for Class A (the peaks found at the end of trajectory A) gave strongest enrichment for the ERE (p = 1 × 10^-538^). The same analysis of Class C provided a partial ERE (not shown), consistent with ER affinity being a function of how conserved the ER binding site is with respect to ideal ERE. Analysis of Class B gave FOXA1 as the most significantly enriched motif (p = 1 × 10^-19^).

**Figure 3—figure supplement 1.**
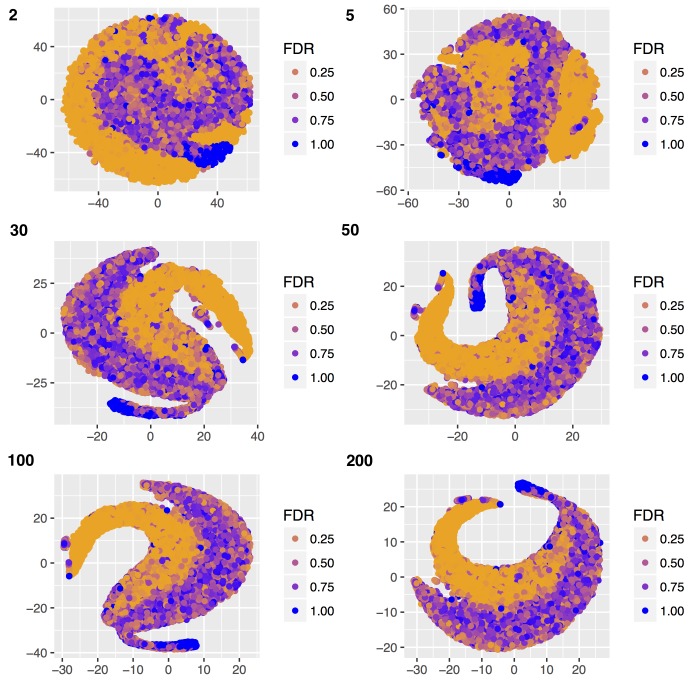
Multiple t-SNE plots of ER binding affinity changes in response to estra-2-diol at increasing perplexity (top left of each figure). For perplexity 30–200, two consistent trajectories are seen, with exact pattern depending on random seed provided. A perplexity of 200 was used to render Figure 3.

**Figure 3—figure supplement 2.**
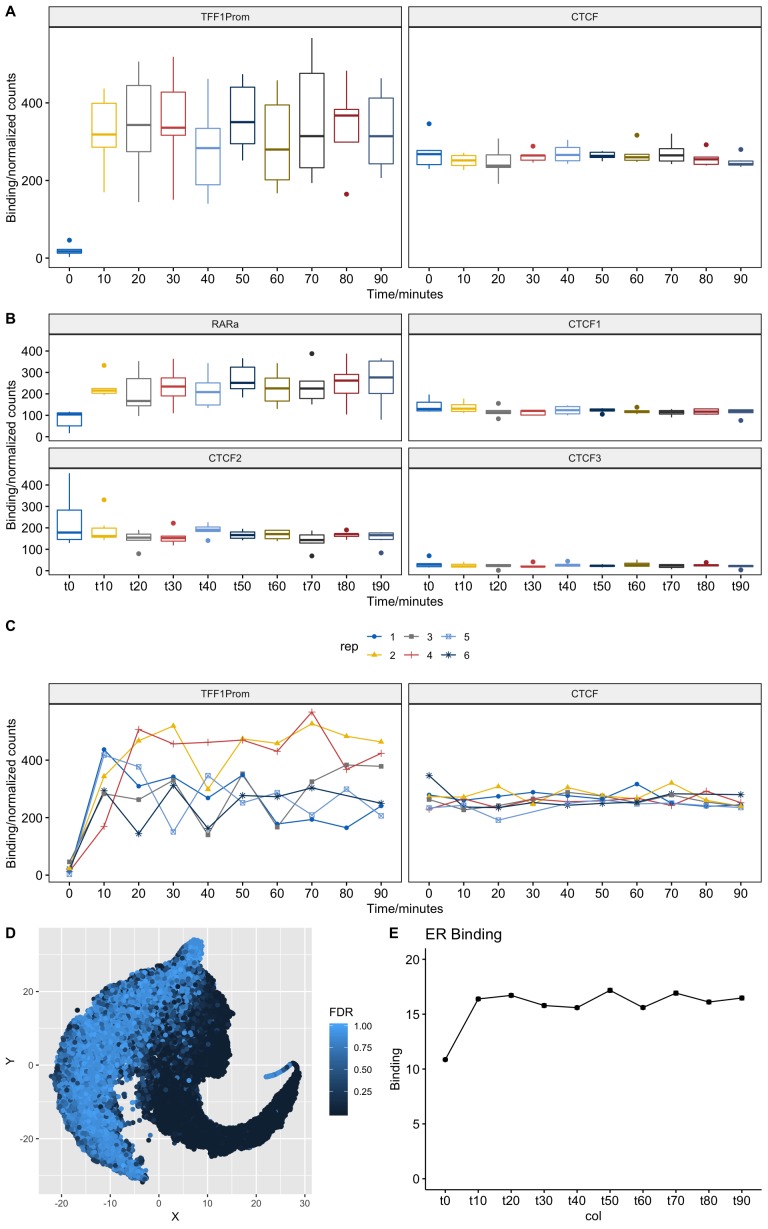
Analysis of the ER data stream gave similar profiles at the TFF1. (**A**) and RARA (**B**) promoters. Visualising the individual replicates provided no evidence of ER cycling within replicates (**C**). Genome-wide tSNE analysis of the ER data stream gave two trajectories that matched those previously found using pfChIP-seq (**D**). Genome-wide average of ER binding profiles demonstrated a sustained, not cyclical, response (**E**).

We named the estra-2-diol responsive trajectory A, and the estra-2-diol independent trajectory B. The set of genomic sites found at the end of each trajectory were named Class A and B respectively. 

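Class A and Class B parted in how often ER binding rose. Of the 1869 Class A sites, 1774 (94.9%) were higher at 10 min in limma and 0 were lower. Of the 2293 Class B sites, 32 (1.40%) were higher and 0 were lower. The classes were drawn from the same libraries, so these counts describe them and are not independent evidence. Outside the classes there were 22376 sites in the t-SNE, of which 21067 were tested, 7823 were higher and 19 were lower. With libraries rescaled to the same total, 1673 Class A sites were higher and 70 lower, whereas 0 Class B sites were higher and 1535 lower. The rescaling removes any global rise by construction and so lowers sites that did not change. The highest Class B sites lay near TAF4, a subunit of the general transcription factor TFIID, with a mean over all libraries of 66.4 normalized counts, and ATP1A1, a subunit of the sodium pump, with 65.4. Next were DGKE, MAN1A2, SOX13, NBPF1, VPS13B, PLCG1, RIPK2 and ERMARD, the last with 62.0. At 0 and 10 min the TAF4 site had 87.0 ± 56.1 and 73.7 ± 44.9 (SD, n = 6).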

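Class A sites held the ERE far more often than sites of no class. An ERE with up to 1 mismatch lay within 200 bp of the centre of 490 of 1869 Class A sites (26.2%) and of 1560 of 22376 sites of no class (6.97%), an odds ratio of 4.74 (Fisher's exact test, two-sided, p = 1.68e-128). An exact ERE lay in 4.60% and 1.16% of them. The FOXA1 core motif, TRTTTAC, lay in 92 of 2293 Class B sites (4.01%) and in 14.4% of sites of no class, an odds ratio of 0.247 (Fisher's exact test, two-sided, p = 2.49e-56). Sites of no class are ER sites too, and genomic sequence matched on GC content was not compared. FOXA1 is the pioneer factor that opens chromatin for ER in breast cells. Class B sites have a mean GC content of 68.1%, against 53.7% for sites of no class, and 64.8% of them lie within 1 kb of a TSS. Against sites of no class matched on GC content, a comparison chosen after seeing the data, the number of Class B sites with the motif was 0.918 times that expected (binomial draws at the matched shares, two-sided, p = 0.415). Within 1 kb of a TSS, also chosen after seeing the data, 3.10% of Class B sites and 2.99% of sites of no class held it (odds ratio 1.04, Fisher's exact test, p = 0.860). Beyond 5 kb of a TSS, likewise chosen after seeing the data, the motif lay in 38 of 558 Class B sites (6.81%) and in 17.9% of sites of no class (odds ratio 0.334, Fisher's exact test, p = 6.52e-14), and 0.797 times the number from sites of no class there matched on GC content (binomial draws at the matched shares, p = 0.142).

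**Figure D1:**
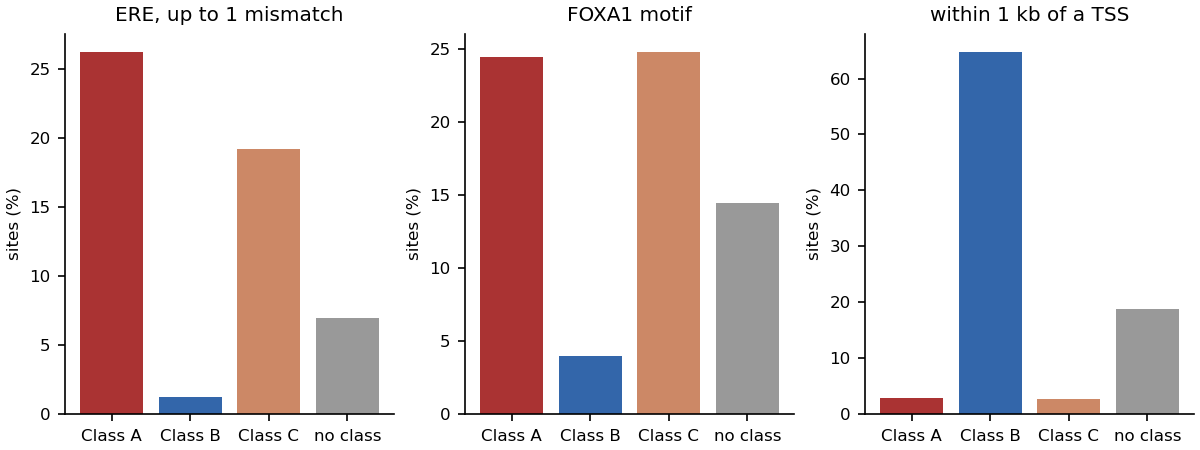
Percent of sites in each class (bars, vertical axis from 0) that hold an ERE with up to 1 mismatch, hold the FOXA1 core motif, or lie within 1 kb of a TSS. Class B has the lowest bars for both motifs and the highest for the TSS, at 64.8%.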

Motif analysis of Class A peaks demonstrated significant enrichment for the full estrogen response element (ERE, (Klein-Hitpass et al., 1986)), while Class B gave enrichment for the *FOXA1* binding site. Analysis of Class C (i.e. weaker responding genes on trajectory A) gave a partial ERE match, suggesting a greater divergence from the ERE motif and consistent with the lower levels of ER affinity found on ER activation at these sites (Driscoll et al., 1998).

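Class C sites held an ERE less often than Class A sites and more often than sites of no class. With up to 1 mismatch, it was found in 613 of 3198 Class C sites (19.2%, odds ratio 3.16 against sites of no class, Fisher's exact test, two-sided, p = 5.78e-95). With up to 2 mismatches it was found in 54.0% of Class C and 60.9% of Class A sites, and an exact ERE in 3.06% of Class C sites. Class C was not tested against Class A. Over all tested sites, the share that was higher at 10 min fell with each mismatch, from 89.0% of 437 sites with an exact ERE to 82.2% with 1 mismatch, 62.7% with 2 and 33.3% with 3 or more. The median of the site means from 10 to 90 min was 23.2, 22.4, 19.1 and 17.8 normalized counts in that order.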

Average binding profiles were computed for both Class A and Class B. Class A showed minimal binding at 0 min followed by a robust response before 10 min, the binding affinity then remained similar for the remaining time points. In contrast, Class B displayed estra-2-diol independent binding at 0 min and average ER binding affinity saw no significant changes between time points. 

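Averaged over its 1869 sites, Class A binding rose 3.62-fold within 10 min and then held its level. It was 30.603 ± 6.03 normalized counts (SD, n = 6) at 0 min and 110.7 ± 19.2 (SD, n = 6) at 10 min (exact permutation test, two-sided, p = 0.00216, the smallest that 6 libraries against 6 allow). After 10 min the mean lay between 108 at 60 min and 119 at 30 min. Of the 36 pairs of these time points, 0 differed (exact permutation tests, 0 at an unadjusted p under 0.05, lowest adjusted p = 0.998), and all 9 pairs with 0 min did. The class was drawn from the same libraries, so these tests describe it and are not independent evidence.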

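Averaged over its 2293 sites, Class B binding was 35.1 ± 7.18 normalized counts (SD, n = 6) before estra-2-diol and 37.6 ± 15.0 (SD, n = 6) at 10 min. This difference lay within the spread between replicates (exact permutation test, two-sided, p = 0.755). Its lowest mean was 30.7 ± 5.77 (SD, n = 5) at 30 min and its highest 38.4 ± 4.67 (SD, n = 6) at 40 min. Of all 45 pairs of time points, 0 differed (exact permutation tests, 2 at an unadjusted p under 0.05, lowest adjusted p = 0.812). After rescaling to the same total, the mean fell by 25.1 from 0 to 10 min (exact permutation test, p = 0.00649), and 9 of the 45 pairs differed. Rescaling removes any global rise by construction and so lowers sites that did not change, which makes this fall no evidence of a loss. Without replicate 4 the mean at 10 min was 2.71 lower than at 0 min (exact permutation test, p = 0.611). Class B was drawn from the same t-SNE, so its tests are a description of it.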

Class C gave a similar profile to Class A (not shown), but with reduced amplitude. 

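Class C, averaged over its 3198 sites, rose 3.57-fold within 10 min. Binding was 10.7 ± 2.35 normalized counts (SD, n = 6) at 0 min and 38.2 ± 5.59 (SD, n = 6) at 10 min, and every library at 10 min lay above every library at 0 min (exact permutation test, two-sided, p = 0.00216). Its mean then stayed between 35.97 at 60 min and 40.25 at 20 min. Of the 36 pairs of these time points, 0 differed (exact permutation tests, 0 at an unadjusted p under 0.05, lowest adjusted p = 0.996). Class C was drawn from a t-SNE of the same libraries, so its rise describes the class and is not independent evidence. At single sites, 3133 of 3198 (98.0%) were higher at 10 min in limma and 0 were lower. With every library at the same total, 2480 were higher and 1 was lower.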

The average amplitude of the binding from 10 to 90 min displayed a greater ER affinity for Class A then Class B.

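From 10 to 90 min, with the time points of each replicate averaged, Class A binding was 114.0 ± 24.5 normalized counts and Class B binding 34.2 ± 2.64 (SD, n = 6 replicates). Class C binding was 38.1 ± 7.23 (SD, n = 6). Class A was above Class B by 79.8 on average and in 6 of 6 replicates, by 57.5 to 119 (exact permutation test by sign flips, two-sided, p = 0.0313, the smallest that 6 replicates allow). The authors drew the classes from a t-SNE of these libraries whose first axis follows mean binding, so a difference in mean was set by that choice, and the test is not independent evidence of it.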

Genomic regions enrichment of annotations tool (GREAT) analysis (Welch et al., 2014) of Class B binding sites (Supplementary file 2) identified the enrichment of six amplicons previously identified from the analysis of 191 breast tumor samples, q = 5.6 × 10^-41^ to q = 3.3 × 10^-8^, (Nikolsky et al., 2008) and a set of genes upregulated in luminal-like breast cancer cell lines compared to the mesenchymal-like cell lines, q = 1.9 × 10^-13^, [Charafe-Jauffret et al., 2006]).

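Class B sites crowded into parts of the genome. Of 603 windows of 5 Mb, 38 held more Class B sites than the rest of the genome (Fisher's exact test per window, adjusted p under 0.05), and these windows held 789 of 2271 Class B sites on chromosomes (34.7%). The lowest p was on chromosome 6 from 30000001 to 35000000, which holds the MHC, with 65 Class B among 223 sites (29.1%, Fisher's exact test, adjusted p = 9.00e-22). The next were on chromosome 8 from 140000001 to 145000000 (51 of 171 sites, adjusted p = 1.62e-17), on chromosome 16 from 1 to 5000000 (62 of 265 sites) and from 85000001 to 90000000 (43 of 178 sites), and on chromosome 1 from 150000001 to 155000000 (25 of 67 sites). On chromosome 17 from 60000001 to 65000000, which holds PPM1D, BRIP1 and TBX2, genes of the 17q23 amplicon of breast tumours, 19 of 87 sites were Class B (Fisher's exact test, adjusted p = 0.000214). On chromosome 20 from 45000001 to 50000000, which holds NCOA3, the ER coactivator AIB1, 17 of 102 sites were Class B (Fisher's exact test, adjusted p = 0.0117), and from 55000001 to 60000000, which holds AURKA, 16 of 76 (adjusted p = 0.00148). With sites within 1 kb of a TSS alone, chosen after seeing the data, 25 windows held an excess, the one on chromosome 8 with the lowest p (31 of 42 sites, Fisher's exact test, adjusted p = 4.63e-08). Not all of these 25 are among the 38. The window with PPM1D is (9 of 12 sites, Fisher's exact test, adjusted p = 0.0106), but those with NCOA3 and AURKA held no excess there.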

Undertaking the same analysis of the ER only ChIP-seq data stream gave very similar results to that of pfChIP-seq analysis, confirming that any potential cycling is not suppressed by the method (Figure 3—figure supplement 2). As with the pfChIP-seq analysis, no clear cycling was seen for the individual replicates (Figure 3—figure supplement 2C).

### Analysis of class A ER binding sites

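The rise in ER binding from 0 to 10 min was largest in Class A. Among Class A, Class C, no class and Class B, the median log2 fold changes of the tested sites were 2.46, 1.86, 0.41 and 0.04. Rescaled to the same total, which removes any global rise by construction, they were 1.65, 1.08, -0.37 and -0.80. The sites of TFF1, RARA, GREB1, SNX24 and ACKR3 that the paper plots, 11 in all, are in Class A. At these sites binding rose 3.16-fold to 9.79-fold within 10 min, and every library at 10 min lay above every library at 0 min.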

Class A binding sites showed the strongest response to estra-2-diol, the greatest enrichment of the estrogen response element and contained the classical ER binding site at *TFF1*. We therefore focused further analysis on these peaks to minimize confounding factors. A t-SNE plot of only Class A sites (Figure 4A) did not provide distinct clustering of points. 

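Among the 1869 Class A sites, mean binding followed the second axis of the deposited Class A t-SNE closely, with Spearman's rho of -0.981. The time of the highest mean followed the first axis loosely, with rho of -0.325, and the second hardly at all (rho of 0.0802). These correlations are across sites, which are not independent replicates. The highest mean fell at 10 min in 298 sites, at 90 min in 271, at 30 min in 255 and at 60 min in 57. It fell at 0 min in 14.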

Partial separation was seen on the basis of time point of maximal binding (left to right) and amplitude (approximately top to bottom).

**Figure 4.**
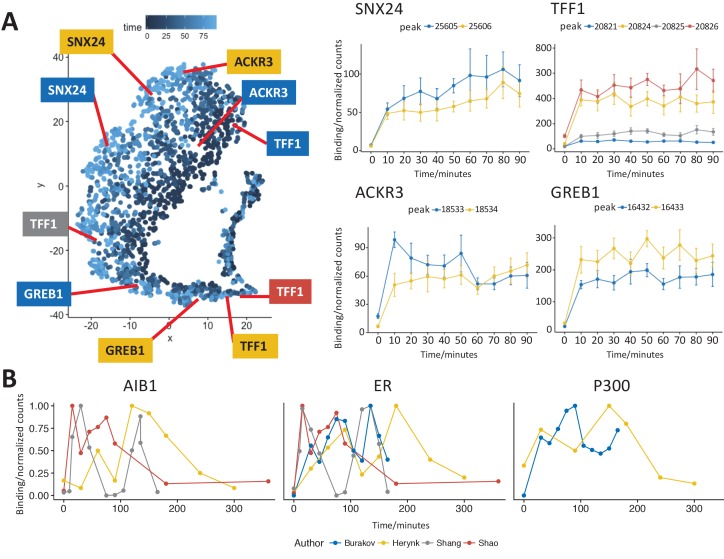
t-SNE analysis of the most strongly bound ER sites (Class A) and comparison to previously published data. (**A**) t-SNE plot of Class A from Figure 3, points colored by time of maximum value. Profiles for binding sites near the transcription start site of two well studied ER target genes, *TFF1* and *GREB1*, gave a robust sustained response to estra-2-diol. Binding sites near *SNX24* and *ACKR3* TSS are shown to examples of ER binding affinity profiles that indicate potential early or late maximal binding. Peak coordinates are provided in Supplementary file 1. (**B**) Analysis of ER and cofactor binding at the TFF1 promoter in four studies (Burakov et al., 2002; Herynk et al., 2010; Shang et al., 2000; Shao et al., 2004). Data was either read directly from plots within the original publication or using ImageJ (Schneider et al., 2012) to calculate band density. To ensure data was comparable, data was normalized to the maximum value and all studies were chosen for replicating the conditions in Shang *et al.*’s original study.

As the class profiles may average out site-specific oscillatory kinetics, we undertook analysis of individual ER binding sites. Peaks were annotated on the basis of the nearest Transcription Start Sites (TSS) and profiles for key ER target genes *TFF1* and *GREB1* were generated. 

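Near estrogen-induced genes, ER binding rose at 75 of 141 tested sites (53.2%) within 10 min and fell at 0 (75 higher when adjusted over the list alone). Elsewhere 44.9% of tested sites rose, and this difference did not pass the test (Fisher's exact test, two-sided, odds ratio 1.40, p = 0.0509, adjusted p = 0.0800 over 11 lists). Sites elsewhere lie farther from a TSS, however, where more sites rose. Of other tested sites at the same distances from a TSS, a comparison chosen after seeing the data, 31.3% rose, and against these the excess passed the test (exact test stratified by distance, two-sided, adjusted p = 2.55e-08). The list holds 45 genes known to be induced by estrogen, of which 39 have a site within 20 kb of a TSS, and includes TFF1, GREB1 and RARA, which the paper studies. The tests count sites near the same gene as independent, so their p do not measure an excess over genes. Its largest rise was in an intron of RAPGEFL1, a gene on chromosome 17, from 9.33 ± 4.80 to 109.8 ± 34.1 normalized counts (SD, n = 6), a log2 fold change of 3.51 (standard error 0.40, adjusted p = 6.83e-12 from limma). Within 5 kb of a TSS 36.7% of 79 sites rose (Fisher's exact test against all other sites, adjusted p = 0.273), where 19.3% of other sites at the same distances did (exact stratified test, adjusted p = 0.000782). Within 100 kb 59.5% of 348 sites rose (Fisher's exact test, adjusted p = 1.76e-07), against 42.0% at the same distances (exact stratified test, adjusted p = 5.07e-12). Without the filter on low values, and without replicate 6, the excess over all other sites passed too (Fisher's exact test, adjusted p = 0.00363 and 0.0381). After rescaling to the same total, which removes any global rise by construction, 43 of the 141 sites were higher and 25 lower. Over all tested sites, 222 of 5715 within 1 kb of a TSS rose (3.88%), and 4268 of 7066 beyond 100 kb did (60.402%).

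**Figure D2:**
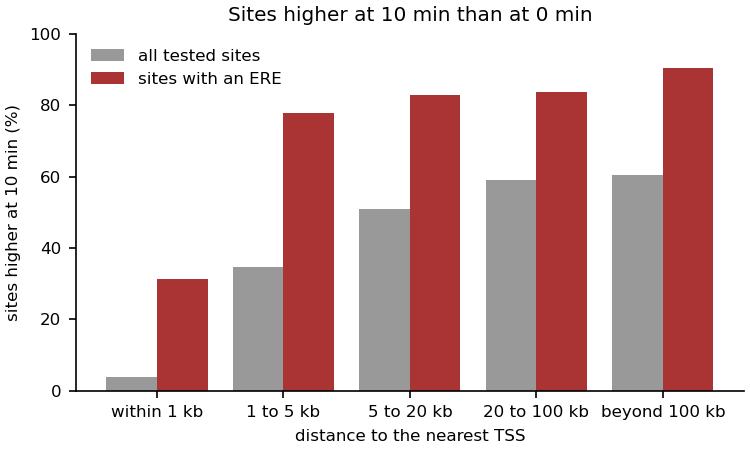
Percent of tested sites called higher at 10 min than at 0 min (vertical axis from 0) by distance to the nearest TSS (horizontal axis), for all tested sites and for sites with an ERE of up to 1 mismatch. The share among all sites goes from 3.88% within 1 kb to 60.402% beyond 100 kb.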

As previously seen in Figure 1—figure supplement 1, ER binding at *TFF1* was stable after induction. The same response was seen at the *TFF1* enhancer (dark red). 

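The TFF1 enhancer, like the promoter, gained ER binding within 10 min and changed by less than its spread afterwards. The enhancer site lies on chromosome 21 from 42376302 to 42376702, in an intron of the neighbouring gene TMPRSS3 and 9967 bp from the TFF1 TSS. It had 102 ± 33.5 normalized counts (SD, n = 6) at 0 min and 468 ± 190 (SD, n = 6) at 10 min, 4.58 times as many (log2 fold change 2.17, standard error 0.33, adjusted p = 3.27e-08 from limma). Its later means were between 417 and 633. Of 36 pairs of these time points, 0 differed (exact permutation tests, two-sided, 0 at an unadjusted p under 0.05, lowest adjusted p = 0.487). A weaker site upstream, at 42375477, went from 18.7 ± 6.02 to 100.0 ± 36.7 (SD, n = 6), and one in an intron of TFF1, at 42363351, from 19.7 ± 2.80 to 62.2 ± 16.2 (SD, n = 6). At neither did any of the 36 pairs differ (exact permutation tests, 0 at an unadjusted p under 0.05, lowest adjusted p = 0.536 and 0.331). The enhancer's closest ERE match is GGTCACCCTGCCA with 2 mismatches, from 42376499 to 42376511. Random sequences held a match with up to 2 mismatches in 16.45% of cases.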

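At GREB1, which encodes an estrogen-induced cofactor of ER, a pair of sites on chromosome 2 gained ER binding within 10 min. The first, from 11530937 to 11531337, went from 22.7 ± 7.31 to 153.8 ± 31.6 normalized counts (SD, n = 6), 6.79-fold (log2 fold change 2.74, standard error 0.32, adjusted p = 1.98e-11 from limma). The second, from 11532331 to 11532731, went from 32.5 ± 9.75 to 231.5 ± 101 (SD, n = 6), 7.12-fold (log2 fold change 2.76, standard error 0.31, adjusted p = 7.44e-12 from limma). They lie 48796 and 50190 bp from the start taken for GREB1 here, whereas the paper describes them as near its TSS. This distance is to 1 annotated start, and both sites were placed outside genes. The second holds an exact ERE, GGTCATTCTGACC, from 11532534 to 11532546. Their later means stayed at 153.8 to 199 and 219.8 to 297. Of 36 pairs of time points, 0 differed at either site (exact permutation tests, two-sided, 0 at an unadjusted p under 0.05, lowest adjusted p = 0.438 and 0.505).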

Analysis of ER binding proximal to *GREB1* again showed a robust and unidirectional response to estra-2-diol.

Profiles of ER binding that showed either early or late maximal ER affinity were individually investigated. 

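From 10 to 90 min, ER binding rose with time at 192 of 28427 tested sites and fell at 317, by a limma slope on the log2 scale (3648 at an unadjusted p under 0.05). The lowest p was at a site in an intron of PROM1 near FGFBP2 on chromosome 4, where binding went from 8.67 ± 2.50 at 10 min to 31 ± 13.5 at 90 min (SD, n = 6; adjusted p = 2.50e-05 for the slope from limma). Sites near CAMTA1 and C1D went from 11.0 ± 3.63 and 18.3 ± 5.89 to 49.7 ± 24.2 and 74.0 ± 38.0 (SD, n = 6), the latter with a slope of 1.34 per hour. A site 82596 bp from SIK1, a salt-inducible kinase gene, went from 112 ± 8.41 at 10 min to 52.2 ± 16.9 at 90 min (SD, n = 6), with a slope of -0.93 per hour, and one near SFSWAP had a slope of -1.03. With the replicate as a block, 332 sites rose and 550 fell. The balance of directions turned without single replicates: 443 rose and 124 fell without replicate 1, and 118 rose and 95 fell without replicate 5. The number of sites went from 509 to 223 without replicate 3 (41 rising), to 211 without replicate 4 (74 rising) and to 213 without replicate 5. After rescaling to the same total, 623 rose and 634 fell. From 20 to 90 min alone, chosen after seeing the data, the slope was called at 2 sites, and at 19 with the replicate block.

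**Figure D3:**
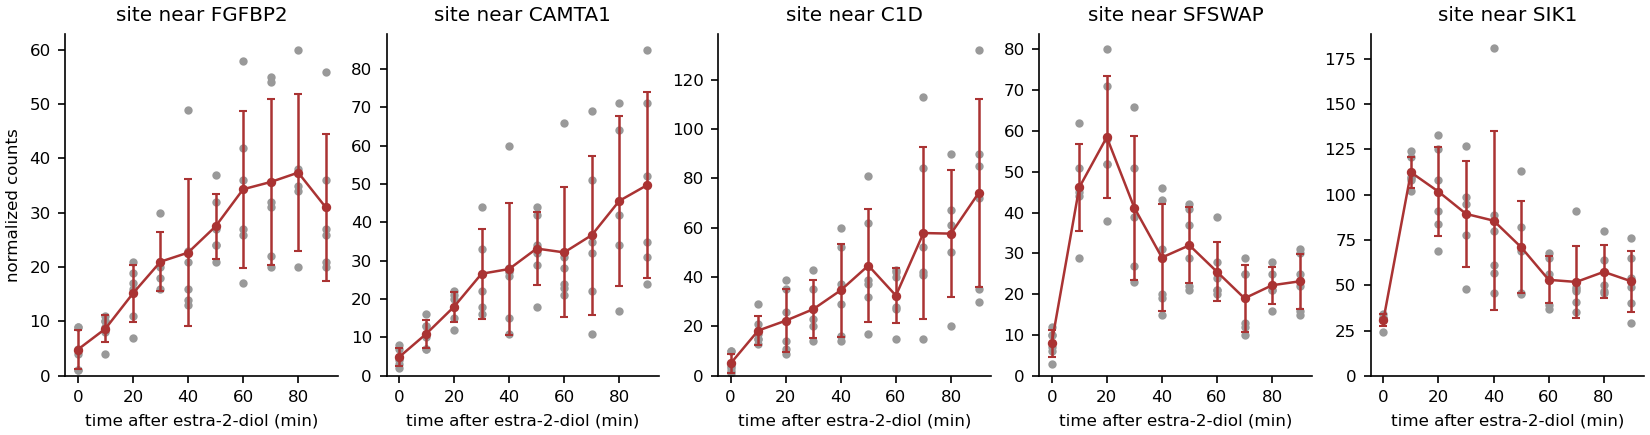
ER binding in normalized counts (vertical axes) against minutes after estra-2-diol (horizontal axes) at the sites near FGFBP2, CAMTA1 and C1D, which rise from 10 to 90 min, and SFSWAP and SIK1, which fall. Grey points are libraries, and red points and bars are means ± SD of 5 or 6 replicates.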

Binding near the TSS of *SNX24* and *ACKR3* are provided as representative examples.

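At SNX24, a sorting nexin gene, ER binding was highest at 80 min, and at ACKR3, which encodes an atypical chemokine receptor, a site was highest at 10 min. The SNX24 sites lie in an intron on chromosome 5, from 122849194 to 122849594 and from 122852637 to 122853037. The first had 7.17 ± 3.43 normalized counts at 0 min and 54.3 ± 20.096 at 10 min (SD, n = 6), and 106 ± 50.9 (SD, n = 5) at 80 min. The second had 6.00 ± 2.45 and 48.7 ± 19.2 (SD, n = 6), and 89.0 ± 46.7 (SD, n = 5) at 80 min. Their slopes from 10 to 90 min, 0.52 and 0.55 per hour on the log2 scale, did not pass the test (adjusted p = 0.228 and 0.168 from limma), but did without replicate 1 (adjusted p = 0.0269 and 0.0488). The ACKR3 site from 236592797 to 236593197 on chromosome 2 went from 17.3 ± 6.22 at 0 min to 98.5 ± 20.37 at 10 min (SD, n = 6), and its lowest mean afterwards was 51.8, at 60 and 70 min. Of 36 pairs of time points from 10 to 90 min, 2 differed (exact permutation tests, two-sided, 4 at an unadjusted p under 0.05, lowest adjusted p = 0.0122). These exact tests are adjusted over the pairs of this site alone, not over sites. The paper chose its SNX24 and ACKR3 examples for early or late highest binding in the same libraries, so tests at them are not independent evidence. Its slope of -0.56 per hour did not pass the test (adjusted p = 0.0935 from limma), but did with the replicate as a block (adjusted p = 0.00838). After rescaling to the same total, the slopes of all 3 sites passed (adjusted p = 0.0259, 0.0196 and 0.0252 from limma). The other ACKR3 site, from 236611546 to 236611946, went from 6.67 ± 3.93 to 50.8 ± 30.27 (SD, n = 6) and was highest at 90 min, at 71.5 ± 32.2 (SD, n = 6).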

### Quantitative re-analysis of independent studies

Given we found a robust and stable response to ER activation by estra-2-diol in contrast to the cyclical response previously described (Shang et al., 2000), we reviewed studies that have investigated ER binding at the *TFF1* promoter. Several studies either used a different promoter (Park et al., 2005), factor (Li et al., 2003) or estra-2-diol concentration/include α-amanitin (Métivier et al., 2003).

By manually reviewing the first 1000 citations of (Shang et al., 2000), we identified several studies (Burakov et al., 2002; Herynk et al., 2010; Shao et al., 2004) that undertook the same analysis in the MCF7 cell line, with the same concentration of estra-2-diol, same crosslinking time scale, and at the same promoter as the best datasets for comparison with each other and to our dataset.

Since the numerical values of ER binding occupancy were not available for these studies, we read the values off the provided charts or undertook image analysis of figures (Supplementary file 4).

Comparison of the data from all four studies gave little or no consistency in the temporal profile of ER, AIB1 and P300 binding at these sites (Figure 4B). Quantitative image analysis presents limitations in reestablishing the exact values without the primary data; however, the primary data was not available. In lieu of this, analysis of the published data was considered adequate as the relative intensities will be preserved. Interpretation is further hindered as these studies only report a single replicate for analysis, thereby making it impossible to quantify uncertainty in the data. Therefore, there is no consistent evidence for cycling in the studies using the same conditions as the original observation.

## Discussion

By undertaking six biological replicates and incorporating an internal control with pfChIP, we have produced the most comprehensive analysis to date of ER binding over the first 90 min after stimulation with estra-2-diol. We found the sites at which we detected ER binding on the chromatin follows two distinct trajectories, either the rapid activation within 10 min followed by a stable response or ligand independent binding.

Enrichment of the FOXA1 motif in the strongest ligand-independent/Class B sites supports our hypothesis: that these are as a result of ER interactions at these sites. Importantly, the de novo motif analysis did not find the presence of the CTCF motif, confirming that they are not an artifact of utilizing CTCF to normalize *via* the pfChIP-seq method. 

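The CTCF core motif was less frequent in Class B than in sites of no class. It lay in 145 of 2293 Class B sites (6.32%) and in 2075 of 22376 sites of no class (9.27%), an odds ratio of 0.660 (Fisher's exact test, two-sided, p = 1.08e-06). Within 1 kb of a TSS it lay in 71 of 1485 Class B sites (4.78%) and 233 of 4219 sites of no class (5.52%; Fisher's exact test, two-sided, p = 0.283). Of Class A sites, 5.30% held it, a lower share than in Class B that was not tested. A single motif was searched for here, without de novo discovery. Sites of no class come from the same libraries and genomic sequence was not compared, so these shares do not decide on CTCF binding at Class B sites.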

Analysis of the Class B binding sites with GREAT (Welch et al., 2014), Supplementary file 2, gave enrichment for 6 out of 30 ER regulated amplicons identified in a previous study of 191 breast cancer tumor samples (Nikolsky et al., 2008). On the basis that no ERE was found at Class B sites and that the affinity of ER at these sites was less than at estra-2-diol response sites, we propose that these sites represent open regions of chromatin where ER can be recruited by other transcription factors in the absence of its own ligand. However, these interactions are weak, and very likely transient, as the average binding affinity for Class B sites is similar in level (a normalized read count of 30–40) to the binding before activation at Class A binding sites, but greater than Class C binding sites (≈ 10 normalized reads increasing to ≈ 40 on activation).

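Taken site by site rather than as class averages, the median ER binding of a Class B site was 33.2 normalized counts at 0 min and 32.2 from 10 to 90 min. A Class A site had a median of 16.0 at 0 min and 87.5 from 10 to 90 min, and a Class C site 9.50 and 37.0. Sites of no class had 9.50 and 14.3.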

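No site passed the test for a wave of ER binding with a period of 60 min or less. From 10 to 90 min, limma called 0 of 28427 sites at a period of 60, 45, 40 or 30 min (582, 711, 520 and 515 at an unadjusted p under 0.05). At 90 min it called 8 sites (1620 at an unadjusted p under 0.05), and all 8 also had a linear slope, 1 of them rising. The time from 10 to 90 min is shorter than this period, so such a wave cannot be told from a slow bend. The lowest p at 90 min was at the sites near SFSWAP and FGFBP2 (adjusted p = 0.00922 each from limma), followed by those near ANG (0.0401), ABCA4 and RNF165 (0.0420 each). The number at 90 min was 1 without replicate 1, 2 without replicate 2, 3 without replicate 3, 1 without replicate 4 and 0 without replicate 5, and 63 after rescaling to the same total. Simulated waves of amplitude 1 on the log2 scale were called at 100% of 200 sites at each period. Those of amplitude 0.5 were called at 50% of them or more, and those of 0.25 at 1% at a period of 90 min and at 0% at 60, 45, 40 and 30 min, so waves that small were not detectable.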

Ligand dependent activation of ER was seen robustly at Class A sites, but displayed no evidence of cyclical binding. We propose instead that ER activation occurs rapidly, within 10 min and binding shows no significant change after this point. The two examples we demonstrated — of increasing or decreasing ER binding after activation at the *SNX24* and *ACKR3* TSS (Figure 4A) — should be interpreted with caution as, while downstream effects are likely to modulate ER binding, searching for individual outliers results within a large data set will generate false positives. Nonetheless, the two examples imply a secondary level of modulation does occur as previously seen, but at much lower magnitude than proposed in studies focused on ER cycling.

It is possible that alternative conditions may be able to induce tightly regulated cycling; however, we feel this is unlikely in terms of physiology. For example, the work of Metivier et al. makes use of α-amanitin, a RNA polymerase inhibitor. Within the cancer biology setting, these conditions have no direct interpretation. Worse, the mode of action is downstream of the ER and therefore is a confounding factor, not a clear method of synchronization.

In light of our results and the lack of consistency of published results, we propose that the previously described cyclical response kinetics are likely an artefact of observing a highly variable process without replicates. With replicates, the cyclical effect is lost when averaging. Even if a cyclical response existed, our results indicate that it is not regulated tightly enough to be coherently visible across multiple replicates. The variance in ER binding may better be described by heterogeneity in the cell populations before induction and by current models regarding expression noise as an indicator for greater transcription responsiveness (Morgan and Marioni, 2018). Finally, our proposal provides, for the first time, a model that reconciles ChIP-seq data with the stochastic model of nuclear receptor binding as proposed and visualized by those undertaking single model imaging. In contrast, ER cycling has always been irreconcilable with these alternative forms of data (Lenstra et al., 2016)

While we cannot discount that our cells could have specifically lost the ability to regulate ER binding in the manner previously described, we have minimized this possibility through the use of cells direct from ATCC, by confirming the cell line by STR genotype and applying the latest methods (Ben-David et al., 2018) to confirm that our cell line is genetically similar to the strains used in other labs. Nonetheless, we would welcome further replication of this study.

In summary, through the use of stringent internal controls, we have reproducibly shown that estra-2-diol responsive ER binding is sustained and not cyclical, with the magnitude of the binding primarily defined by the conservation of the ERE at the binding site.

## Materials and methods

### Cell culture

MCF7 cells (RRID:CVCL_0031) were obtained from ATCC and confirmed by STR genotype before culture. For each immunoprecipitation, cells from 2 × 15 cm dishes were used. In each 15 cm plate, 2 × 10^6^ were seeded and grown for 3 days in DMEM (Glibco) with 10% FBS before washing with phosphate buffered saline. Media was replaced with charcoal stripped and phenol red-free DMEM medium. Media was replaced daily for 4 days to ensure removal of estrogenic compounds. Plates were stimulated on day 5 with a final concentration of 100 nM estra-2-diol in EtOH before crosslinking at the required time. All six replicates were done on different dates and represent different passages.

### Cell lines

MCF7 cells were obtained from ATCC. The cell line was authenticated using STR profiling and are confirmed Mycoplasma free.

### pfChIP-seq

Parallel-factor ChIP-seq was performed as previously described (Guertin et al., 2018). CTCF antibody was D31H2 Lot:3 (RRID:AB_2086791, Cell Signaling). ER antibody was 06–965 Lot:3008172 (Millipore).

### Data analysis

Reads were aligned using BWA (Li and Durbin, 2009), and ENCODE blacklist regions (ENCODE Project Consortium et al., 2012) were removed as previously described (Carroll et al., 2014). Duplicate reads were removed and peak calling was undertaken using MACS2 (Zhang et al., 2008; Feng et al., 2012). ER and CTCF peaks were filtered according to the pfChIP-seq protocol(Guertin et al., 2018), before normalization and differential binding analysis with Brundle/DiffBind (Guertin et al., 2018; Ross-Innes et al., 2012) in R. t-SNE plots were generated with Rtsne (Krijthe, 2015). Perplexity was tested from 2 to 200 to confirm the stability of the transformation of the data into 2-dimensional space (Figure 3—figure supplement 1). Lower perplexities, 2 and 5, gave minimal structure. For perplexities tested between 30 and 200, two stable trajectories were seen in all cases. GREAT (Welch et al., 2014) was used to analyze Class B binding sites. Band intensities from previously published studies were measured with ImageJ (Schneider et al., 2012).

### Data repositories

Sequencing data have been deposited in GEO under accession code GSE119057.

## Additional files

Source code 1. R Markdown source code for the analysis of the Supplementary files 1–6.

Supplementary file 1. Table of ER pfChIP-Seq binding matrix.

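Each line of this table is a genomic region with the normalized count of each ER pfChIP-seq library at that region. Of 33517 regions, 33145 span 400 bp, and 333 lie on scaffolds outside the chromosomes. Values run from 1 to 2539 and are whole numbers, and the median over regions of the mean over libraries is 15.5. In the copy of the matrix analysed here, further columns give the authors' FDR for 0 against 10 min, t-SNE coordinates and the class of each region. The authors left 3781 regions out of the t-SNE.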

Supplementary file 2. Table of GREAT analysis results.

Supplementary file 3. Table of CTCF pfChIP-Seq binding matrix.

Supplementary file 4. Quantitative analysis of published ER time series data.

Supplementary file 5. Table of ER ChIP-Seq binding matrix without parallel-factor normalization.

Supplementary file 6. Table of CTCF ChIP-Seq binding matrix without parallel-factor normalization.

Transparent reporting form

### Data availability

Sequencing data have been deposited in GEO under accession code GSE119057.

The following dataset was generated:

HoldingANCullenAEMarkowetzF2018Genome-wide Estrogen Receptor-alpha activation time-courseNCBI Gene Expression OmnibusGSE11905710.7554/eLife.40854PMC628794630457555

How the deposited data were processed for this re-analysis (not part of the article)

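The data are ER pfChIP-seq libraries of MCF7 cells, taken at 10 time points from 0 to 90 min after 100 nM estra-2-diol. The paper describes 6 replicates, done on different dates and passages, and 58 ER libraries were analysed here, with 5 replicates at 30 and at 80 min and 6 at each other time point. The matrix holds a score per site and library, that is, normalized counts, which the authors made by aligning reads with BWA to GRCh38, removing ENCODE blacklist regions and duplicate reads, calling peaks with MACS2, filtering ER and CTCF peaks by the pfChIP-seq protocol and normalizing to CTCF sites with Brundle and DiffBind. The versions of these tools are not given in the sources used here. These values are rounded to whole numbers with a floor of 1. They are not read counts, so the sequencing depth of each library is unknown, and no counting interval or floor is given. The sums of normalized counts per library lie between 356467 and 1160351. A single FDR column holds the authors' p-values of 0 against 10 min, adjusted by Brundle and DiffBind as deposited. The class of each site (A, B, C or none) and the t-SNE coordinates are the authors' too. Input samples, the CTCF matrix and the ER data stream without CTCF were not used here.

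Site names come from the nearest TSS of a protein-coding gene in GENCODE release 44, and sequences from GRCh38 (pysam 0.24.0). Tests across sites used limma 3.58.1 in R 4.3.3 on log2 of the value plus 1, with a trend in the prior variance. They covered the 28427 sites with a mean over all libraries of at least 5, with all 58 libraries in one model with a mean per time point. Calls were made at a Benjamini-Hochberg adjusted p under 0.05, over the sites within each comparison for 0 against 10 min and for each later pair, and over the sites for the F-test, the slope and each of 5 periods (90, 60, 45, 40 and 30 min, as a sine and a cosine). Single sites and class averages were compared by exact permutation tests in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, adjusted over the 45 pairs of time points. Cycling within replicates was tested by 100000 shuffles of the times from 10 to 90 min within each replicate. Figures were drawn with matplotlib 3.10.9.

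Motifs were searched within 200 bp on either side of a site's centre on both strands. They were the ERE, GGTCANNNTGACC with up to 1 mismatch, the FOXA1 core, TRTTTAC, and a CTCF core. Shares were compared by Fisher's exact test with sites of no class. Class B sites were counted in windows of 5 Mb. Sites within 20 kb of a TSS were counted for 11 gene lists: estrogen-induced genes, luminal lineage factors, ER cofactors, cell cycle, unfolded protein response, MHC, ribosomal proteins, genes of the 20q12-q13 and the 17q23 amplicon, lysine methyltransferases and olfactory receptors. The lists, the tests and the alternatives were chosen before the data were examined, except where the text says otherwise. The paper's figures had been seen by then.

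The sites named in the text were set by a rule chosen at the same time. It takes each site that the paper plots, the 10 largest rises and the 10 largest falls at 10 min among called sites that moved the same way in every replicate (3 fell), the 10 highest Class B sites, the 5 lowest p in each test from 10 to 90 min, and the 2 largest changes of each gene list or, where fewer were called, its highest sites. Where no site was called (successive time points, periods of 60 min and less) none is named.

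The paper states that the replicates were done on different dates, so that libraries with the same number share a date. As a check, values centred on their time point had a mean correlation of 0.0892 between libraries with the same number and of -0.0178 between others, and 24 of 58 libraries were closest to a library with their own number. The replicate number was therefore tried as a block in limma, which changed the number of calls, summed over the 36 comparisons from 10 to 90 min, from 24 to 165. No pair of library columns was identical.

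The methods were tested on simulated data drawn around each site's mean with its own SD, with known changes added. Of 200 sites changed by 2 on the log2 scale between 0 and 10 min, 96.5% were called, and 10.5% of those changed by 1. These were the only changed sites among 28427, which makes the adjusted threshold stricter than in the data, where 12781 sites were called. In the data a log2 fold change of -0.74 near KBTBD12 was called, so these shares understate what could be called there. Slopes of 1 per hour were called at 87% of sites and slopes of 0.5 at 4%. The F-test called 96% of patterns of size 1 and 57% of size 0.5. Planted motifs were found in 100% of sequences, and random sequences held the ERE with up to 1 mismatch in 1.25% and the FOXA1 core in 9.50% of cases.

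Alternatives were other pseudocounts (0 and 5), other filters on low values (none, and a mean of at least 10), libraries rescaled to the same total, no trend in the prior variance, only the libraries of the time points compared, the replicate block, other scales and summaries, other mismatches, windows and backgrounds for motifs, other distances from a TSS (5 and 100 kb), other window sizes (2 and 10 Mb and whole chromosomes), and each replicate left out in turn. Alternatives chosen after seeing the data were slopes from 20 min on, backgrounds for the FOXA1 motif matched on GC content, within 1 kb or beyond 5 kb of a TSS, gene lists set against other tested sites at the same distance from a TSS (an exact test stratified by 5 ranges of distance to the nearest TSS), and Class B windows from sites within 1 kb of a TSS.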

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

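The tests of the ERE at drifting sites, of slopes from 20 min on, of library levels, of GC content in Class B, of copy number, of windows of promoter sites and of other splits were chosen only after the result was seen.

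ER binding drifted at 509 of 28427 sites between 10 and 90 min, beyond SNX24 and ACKR3, the paper's examples of late change. Of the 192 rising sites 41.1% held an ERE, and of the 317 falling sites 1.58% did (Fisher's exact test, odds ratio 43.6, p = 9.55e-33). The test counts sites as independent, although all were called from the same libraries, so its p does not measure the spread between replicates. The tables argue against a drift in the level of whole libraries, since 1257 sites had a slope after rescaling to the same total, and chance can be excluded, as 2 of 100 splits of the libraries, the real one included, gave a count as large (highest other 1110, and 0 for splits within replicates), yet the count was 223 without replicate 3, 211 without replicate 4 and 213 without replicate 5, 2 sites (19 with the replicate block) had a slope without the 10 min libraries, and rising sites outnumbered falling ones without replicate 1 (443 and 124) and without replicate 5 (118 and 95). GC content stays open: induced sites with an ERE had a slope 0.214 ± 0.0818 per hour (SD, n = 6) above that of induced sites without one of like GC content, in 6 of 6 replicates (exact sign flips, p = 0.0313), but these sites were chosen on 10 min values, and over all tested sites beyond 1 kb of a TSS the difference was 0.163 ± 0.154 (SD, n = 6), above 0 in 5 of 6 (exact sign flips, p = 0.0938). Selection of sites by their values at 10 min stays open too, because from 20 to 90 min, over all tested sites beyond 1 kb of a TSS, the difference was 0.0870 ± 0.163 (SD, n = 6), above 0 in 5 of 6 replicates (exact sign flips, p = 0.25). A change of ER binding with time itself stays open as well, untested.

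Class B sites were mostly promoters, which the paper does not report: 64.8% lie within 1 kb of a TSS, against 18.9% of sites of no class. They held the FOXA1 motif less often than sites of no class, and GC content, 68.1% against 53.7%, is a candidate explanation. Matched on GC content, the number of Class B sites with the motif was 0.918 times that expected. Beyond 5 kb of a TSS, where 6.81% of Class B sites and 17.9% of sites of no class held it (odds ratio 0.334, Fisher's exact test, p = 6.52e-14), it was 0.797 times that expected with GC content matched (binomial draws, p = 0.142). Near a TSS the share with the CTCF core was 0.866 times that of sites of no class, so Class B held no excess of it over those sites. Sites of no class come from the same libraries, and genomic sequence was not compared. CTCF binding at Class B sites therefore stays open. No biological explanation was tested.

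Class B sites crowded into 38 windows of 5 Mb, where the paper reports annotated amplicons and gene sets. Among sites within 1 kb of a TSS alone 25 windows had an excess, but not all of these are among the 38. A high density of promoters is argued against for the windows in both sets. These include chromosome 6 from 30000001 to 35000000 (32 of 65 sites) and chromosome 8 from 140000001 to 145000000 (31 of 42 sites). For the rest of the 38, among them the chromosome 20 windows of NCOA3 and AURKA, it stays open. DNA copy number may contribute: in the 38 windows, sites of other classes beyond 5 kb of a TSS had a median value at 0 min 1.51 times that elsewhere. From 10 to 90 min it was 1.31 times. On chromosome 17 from 60000001 to 65000000 the ratio was 2.74 at 0 min and 3.55 from 10 to 90 min. No biological explanation was tested, and input libraries, which would show copy number, were not used here.

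In 13 of 150 groups of replicates, 1 library stood far from the others of its time point. Chance gives about 5% of single groups, but these groups reuse the same 58 libraries from site to site and are not independent: replicate 2 at 70 min was counted 3 times and replicate 4 at 40 min 3 times, each the library with the highest total of its time point (1160351 and 1039135). Replicate 2 had 958 normalized counts at the TFF1 promoter at 70 min (others 142 to 428), 1013 at the TFF1 enhancer at 70 min (others up to 532), 264 and 230 at the first SNX24 site at 60 and 70 min (37 to 96 and 30 to 94), and 80 at the second ACKR3 site at 60 min (32 to 47). Replicate 4 at 40 min had 375 at the first GREB1 site (116 to 209), 117 at the second SNX24 site (18 to 54) and 126 at the first ACKR3 site (50 to 75). Replicate 1 at 10 min had 433 at the second GREB1 site (148 to 211) and 109 at the second ACKR3 site (25 to 53). The Class B average was 15.9 in replicate 5 at 20 min (30.7 to 38.0), 40.55 in replicate 1 at 30 min (26.4 to 30.22) and 15.6 in replicate 1 at 90 min (33.3 to 38.0). No explanation was tested for these.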

How the results depend on the processing

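Of 30 results that answer a comparison, 16 kept their direction and their side of the threshold or, for counts, stayed within 1.5 times the main count in every alternative run, among them the rise at TFF1, RARA, Class A and Class C, the absence of changes between successive time points and of periods of 60 min or less, and the ERE in Class A and Class C. The sites changed between 0 and 10 min numbered 11446 to 12831 with a replicate left out and 14767 after rescaling to the same total, where the total stayed near but the directions did not (12762 higher and 19 lower became 7602 and 7165). Of 810 values for 69 results on named sites, 791 kept their call, 13 lost it, 6 gained it and 0 reversed. Rescaling to the same total, which removes any global rise by construction, turned the change of Class B at 10 min into a fall of -25.1, gave 9 of 45 Class B pairs, 2217, 1010 and 18479 sites highest at 10, 40 and 0 min, 756 calls between later time points, and 101 sites in the F-test, 63 at a period of 90 min and 1257 with a slope. The replicate block gave 165 calls for the later pairs and 7 and 882 sites for the F-test and the slope, and changed no other such result, though the site near ZNF3 at 10 min and the slope at the first ACKR3 site gained a call. For the pairs of time points at TFF1, RARA, Class A and Class B the block decides nothing. There it was an exact sign-flip test, whose smallest p (0.03125, or 0.0625 with 5 replicates) could not pass over 45 pairs. Directions turned without single replicates, to 6 higher and 25 lower for the later pairs without replicate 2 (17 and 7 with all) and to 443 rising and 124 falling for the slope without replicate 1 (192 and 317 with all). Calls for the later pairs numbered 14 and 48 with pseudocounts of 0 and 5 and 12 without the filter, and without a trend in the prior variance the F-test called 1 site and the period of 90 min 2. Sites highest at 0 min numbered 2032 and 1597 with means of at least 5 and 10, where fewer sites are counted, and medians over replicates gave 8272 at 40 min and 6619 at 0 min. The pairs that differ in variance at the TFF1 promoter went from 3 to 0 on the log2 scale. The difference in the FOXA1 motif between Class B and sites of no class became -0.358 percentage points with matching on GC content, 0.111 within 1 kb of a TSS and -1.74 beyond 5 kb with matching on GC content, the windows with an excess of Class B became 25 within 1 kb of a TSS and 7 as whole chromosomes, and the slope was called at 2 sites from 20 to 90 min (19 with the replicate block), all of these chosen after seeing the data except whole chromosomes. Near estrogen-induced genes the difference from other sites, 8.34 percentage points, became -8.21 within 5 kb of a TSS, 14.8 within 100 kb, 13.2 without the filter and 21.9 against other sites at the same distance from a TSS, chosen after seeing the data. With each replicate left out in turn, the values ran from 0 to 0 for pairs that differ in variance (where the smallest exact p, 0.00794, kept 3 pairs from passing over 45), -2.71 to 5.29 for Class B at 10 min, 71.9 to 84.2 for Class A over Class B (p = 0.0625, the smallest that exact sign flips of 5 replicates allow), 2 to 76 for the later pairs, 0 to 4 for the F-test, 0 to 8 for the period of 90 min, 211 to 567 for the slope and 4.81 to 10.0 for the estrogen-induced genes. Apart from the rescaling, the smaller sets of sites and the 5 replicates, the cause was not tested. The depth of the libraries is unknown, so what it limits could not be computed.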

Differences from the paper's values

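The number of sites whose ER binding changed between 0 and 10 min is about 7200 in the paper (Figure 2—figure supplement 1, left, read by eye), and 12781 here by limma at an adjusted p under 0.05. The figure's legend names no threshold. All 14 alternatives set before the data were examined differ from the paper's value as well, with 11446 to 14767 sites. In the authors' deposited table, 9243 sites have an FDR under 0.05, and of the 9239 of them tested here 9041 were higher at 10 min.

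The paper finds no pair of time points with a different variance at the TFF1 promoter, by F-tests. By exact permutation tests of normalized counts, 3 of 45 pairs differed, all with 0 min, and 0 of the 36 pairs after induction did. On the log2 scale the number was 0.

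The paper reports the FOXA1 motif as enriched in Class B by a motif search. Here the exact core was less frequent in Class B (4.01%) than in sites of no class (14.4%) and than in windows beside the Class B sites (10.0%), and with a looser core it was in 23.4% against 54.4%. Genomic sequence matched on GC content was not compared. The paper does not name the background of its motif search, so these shares do not decide on its enrichment. Within 1 kb of a TSS, a setting chosen after seeing the values, the odds ratio was 1.04 (Fisher's exact test, p = 0.860), and beyond 5 kb, also chosen after seeing the values, it was 0.334 (6.81% against 17.9%, Fisher's exact test, p = 6.52e-14). Against sites of no class matched on GC content, chosen after seeing the values too, the difference did not pass the test, with 0.918 times the expected number over all Class B sites (binomial draws, p = 0.415) and 0.797 times beyond 5 kb (p = 0.142). The ERE results go with the paper's: Class A held it more often than sites of no class (odds ratio 4.74). The share in Class C was lower than in Class A (19.2% against 26.2%), a difference that was not tested.

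The paper ranks 10 and 40 min highest among the times of maximal binding. It also states that grouping sites in this way distorts the data, and that what drove the blocks was not significant except between 0 and 10 min. The ranking was the same here over all replicates (5947 and 5112 sites). Without replicate 1 the highest were 90 and 70 min (5599 and 4845 sites), without replicate 4 they were 60 and 10 min (5630 and 5528), and without replicate 5 they were 10 and 90 min (6775 and 4706). After rescaling to the same total, which removes any global rise by construction, it was 0 min (18479 sites).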

Other observations

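The tests of promoter sites by their ERE, of gene lists against sites at the same distance, of levels by region and of other splits were chosen only after the result was seen.

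ER binding seldom rose next to a TSS: 3.88% of sites within 1 kb were higher at 10 min, against 60.402% of sites beyond 100 kb. The hypothesis that promoter sites fail to respond because they lack an ERE was tested on sites with none (3 or more mismatches). Of these, 129 of 4836 within 1 kb of a TSS (2.67%) and 5800 of 12509 beyond 5 kb (46.4%) were higher (odds ratio 0.0317, Fisher's exact test), which argues against the absence of an ERE as the whole cause. Sites with an ERE of up to 1 mismatch decide little, since within 1 kb they make up 1.63% of tested sites, not far above their share in random sequences. What else sets promoters apart was not tested.

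Within 20 kb of a TSS 26.6% of all tested sites rose, against 44.9% of tested sites at any distance, so the gene lists were set against both backgrounds. All these tests count sites near the same gene or in the same region as independent, so their p are not over genes. The 28 tested sites of the MHC list, for example, lie near 15 genes. Against other sites at the same distances, sites near MHC genes rose less often (3.57% against 30.15%, adjusted p = 0.00213, exact test stratified by distance), and no other list besides the estrogen-induced genes passed (lowest adjusted p = 0.101, cell cycle, 0 of 17 with 3.00 expected). The adjusted p that follow are against all other sites, whatever their distance (limma calls, Fisher's exact tests, adjusted over the 11 lists), and reflect distance as well. Near cell cycle genes 0 of 17 sites rose (0 adjusted over the list alone, adjusted p = 0.000182), and the highest had no call: a site near NDUFAF6, in an intron of CCNE2, with 45.0 ± 13.8 normalized counts at 0 min and 42.8 ± 17.5 at 10 min, and one near ZNF3 with 20.17 ± 6.62 and 34.3 ± 15.1 (SD, n = 6). With the replicate as a block, the ZNF3 site was called (adjusted p = 0.0451 from limma), so that 1 of 17 rose, and 1 also rose without replicate 3. Near MHC genes 1 of 28 rose (1 over the list alone, adjusted p = 1.40e-05), and a site at HLA-C had 76.0 ± 24.9 and 77.2 ± 24.9 (SD, n = 6). Near lysine methyltransferases 8 of 55 rose (8 over the list alone, adjusted p = 1.40e-05), the largest by a log2 fold change of 2.51 near AP3D1 and DOT1L. Near ribosomal protein genes 8 of 49 rose (7 over the list alone, adjusted p = 0.000132), among them sites near RPL7 (2.56) and RPL13 (1.69). Near ER cofactors 5 of 23 rose (4 over the list alone, adjusted p = 0.0747), including sites near MED11 (2.52) and CARM1 (1.71), and near genes of the unfolded protein response 5 of 21 (5 over the list alone, adjusted p = 0.105), including SEL1L (1.56). Near the 20q12-q13 amplicon genes 8 of 31 rose (8 over the list alone, adjusted p = 0.0800), including BCAS4 (2.24) and CEBPB (2.16), and near the 17q23 amplicon genes 6 of 17 (6 over the list alone, adjusted p = 0.474), including PTRH2 (1.89) and DHX40 (1.72). Near luminal lineage factors 19 of 49 rose (19 over the list alone, adjusted p = 0.474), including MLPH (3.33) and CDH1 (2.77), and near olfactory receptors 3 of 4 (3 over the list alone, adjusted p = 0.406), including OR10H1 (1.98). The distance from a TSS changed several of these. Within 100 kb, sites near luminal lineage factors rose more often than all others (64 of 114, adjusted p = 0.0284) and than others at the same distances (45.0%, exact stratified test, adjusted p = 0.0409), and those near MHC genes less often than others at the same distances (7 of 72, adjusted p = 6.06e-10). Against all others, 21 of 69 near cell cycle genes (adjusted p = 0.0283) and 16 of 61 near ER cofactors (adjusted p = 0.00922) within 100 kb, and 0 of 12 near ER cofactors (adjusted p = 0.00234) and 2 of 19 near the 20q12-q13 genes (adjusted p = 0.00457) within 5 kb, rose less often, but against others at the same distances none of these passed (exact stratified tests, adjusted p = 0.573, 0.142, 0.414 and 1). The MHC genes did not pass within 5 kb either (0 of 17, exact stratified test, adjusted p = 0.116). Against all others, the ER cofactors also passed without replicate 3 or 6 (adjusted p = 0.0406 and 0.0381), and the 20q12-q13 genes without replicate 2 or 6 (adjusted p = 0.0379 and 0.0444). After rescaling to the same total, the sites higher and lower were 0 and 11 (cell cycle), 0 and 15 (MHC), 4 and 29 (methyltransferases), 4 and 25 (ribosomal), 2 and 6 (cofactors), 3 and 8 (unfolded protein response), 2 and 14 (20q12-q13), 2 and 9 (17q23), 9 and 11 (luminal) and 1 and 0 (olfactory).

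Some regions carried high ER values at 0 min in sites outside Class B beyond 5 kb of a TSS. The median was 4.30 times that of all such sites on chromosome 3 from 60000001 to 65000000 (38.0 normalized counts over 33 sites), 2.74 times on chromosome 17 from 60000001 to 65000000 and 2.49 times on chromosome 20 from 50000001 to 55000000. The window on chromosome 17 held an excess of Class B sites, and those on chromosomes 3 and 20 were not among the windows that did.

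Other splits of the same libraries, 100 for each count with the real one included, show which counts chance can be excluded for. It can be excluded for the 12781 sites changed between 0 and 10 min (1 split as large, highest other 11240) and for the 8 sites called at a period of 90 min (1 split, highest other 0). This does not show a period at those 8 sites. All 8 also had a linear slope, and the time from 10 to 90 min is too short to tell such a wave from a slow bend. The splits decide nothing for the sites near estrogen-induced genes, where 81 of the 99 other splits called no site of the list and so had a p of 1 (4 splits with a p as small as the real one of 0.0509, smallest other 0.000363), nor for successive time points, where every split is as large as the real count of 0 (100 splits, highest other 7782). Chance cannot be excluded for the 24 calls between later time points (22 splits, highest other 30394, and among 49 splits within replicates, which shuffle the times within each replicate, 8 as large with a highest of 5115; with the replicate block 165 calls against a highest of 7415). With each replicate left out in turn, the F-test called 0 to 4 sites, the period of 90 min 0 to 8 and the later time points 2 to 76.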
